# A data mining paradigm for identifying key factors in biological processes using gene expression data

**DOI:** 10.1038/s41598-018-27258-8

**Published:** 2018-06-13

**Authors:** Jin Li, Le Zheng, Akihiko Uchiyama, Lianghua Bin, Theodora M. Mauro, Peter M. Elias, Tadeusz Pawelczyk, Monika Sakowicz-Burkiewicz, Magdalena Trzeciak, Donald Y. M. Leung, Maria I. Morasso, Peng Yu

## Abstract

A large volume of biological data is being generated for studying mechanisms of various biological processes. These precious data enable large-scale computational analyses to gain biological insights. However, it remains a challenge to mine the data efficiently for knowledge discovery. The heterogeneity of these data makes it difficult to consistently integrate them, slowing down the process of biological discovery. We introduce a data processing paradigm to identify key factors in biological processes via systematic collection of gene expression datasets, primary analysis of data, and evaluation of consistent signals. To demonstrate its effectiveness, our paradigm was applied to epidermal development and identified many genes that play a potential role in this process. Besides the known epidermal development genes, a substantial proportion of the identified genes are still not supported by gain- or loss-of-function studies, yielding many novel genes for future studies. Among them, we selected a top gene for loss-of-function experimental validation and confirmed its function in epidermal differentiation, proving the ability of this paradigm to identify new factors in biological processes. In addition, this paradigm revealed many key genes in cold-induced thermogenesis using data from cold-challenged tissues, demonstrating its generalizability. This paradigm can lead to fruitful results for studying molecular mechanisms in an era of explosive accumulation of publicly available biological data.

## Introduction

The huge amount of data generated from previous biological studies provides a precious resource for mining new biological knowledge. A significant portion of the data is freely available in public repositories such as ArrayExpress^1^ and Gene Expression Omnibus (GEO)^2^. For example, around one million series studies are publicly available in GEO. Due to the unstructured nature of the metadata associated with public data, manual curation is required^3–7^, a step that is essential for collecting large-scale gene expression data.

Gene expression data facilitate the application of the network reconstruction approach for identifying key factors in biological processes. For example, Bhaduri *et al*.^8^ applied the gene network reconstruction approach to explore epidermal differentiation regulators. Using network analysis, the *MPZL3* gene was identified as a highly connected hub required for epidermal differentiation. In addition, the *MPZL3* gene indirectly regulates epidermis genes, including *ZNF750*, *TP63*, *KLF4*, and *RCOR1*, through the *FDXR* gene and reactive oxygen species.

Complementing data analyses with more relevant data improves the identification of key factors in biological processes. Even though massive expression data can provide essential insights in revealing genetic interactions, there are confounding factors or “noise” introduced by technical variations, such as batch effects^9^. To obviate the “noise” and generate a consistent result, one solution is integrative analysis by comparing large-scale datasets^10^. In this report, we introduce a paradigm to integrate data collection and data analysis for mining key factors in specific biological processes (Fig. 1). To demonstrate the power of our data processing paradigm, we evaluate key factors of two applications in skin biology and energy homeostasis.

**Figure 1:**
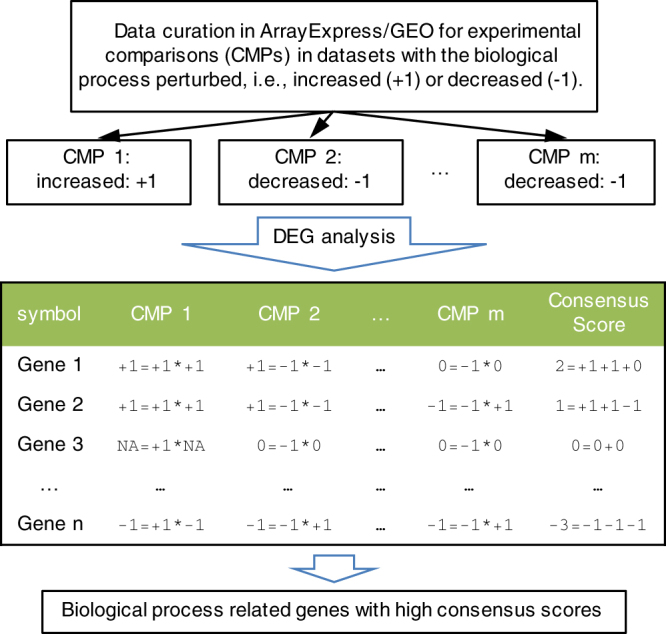
Data processing paradigm flowchart. Data curation was performed to identify the gene expression datasets with the given biological process perturbed (e.g., the process is increased in CMP 1 with $$+1$$ and is decreased in CMP 2 or CMP m with direction $$-1$$). DEG analysis was performed on the curated datasets, and $$+1/-1/0$$ represents the up-regulated, down-regulated, or unchanged genes, respectively. To prioritize important genes in the biological process for each gene in a curation dataset, an affinity score of $$+1/-1/0$$ was calculated first by comparing the gene expression change and the regulation of the biological process, where $$+1$$ indicates that the gene (e.g., Gene 1 in CMP 1 and CMP 2) is positively related to the biological process, $$-1$$ indicates that the gene (e.g., Gene 2 in CMP m and Gene n in CMP 1) is negatively related to the biological process, and $$0$$ indicates no relation of the gene to the biological process. No measurement (notated as NA, e.g., Gene 3 in CMP 1) indicates an unknown affinity of the gene in the dataset. By summing the affinity scores, a consensus score was calculated for genes in the perturbed datasets. Genes with higher consensus scores were identified as more related to the biological process.

The epidermis of skin mediates various functions that protect against the environment, such as microbial pathogen challenges, oxidant stress, ultraviolet light, chemicals, and mechanical insults^11^. Therefore, it is critical to understand mechanisms of epidermal development to develop new treatment for human skin diseases^12^. Our paradigm predicts key factors in epidermal development by collecting related datasets and integrating the information. A fraction of genes are annotated in Gene Ontology (GO) or have strong functional validation based on gain-/loss-of-function studies^13^. The remaining genes are novel; their functionality has not been experimentally validated. We picked a top hit, suprabasin (*SBSN*), and performed loss-of-function experiments for the mouse homolog of gene *Sbsn* using RNA-Seq. The analysis validates that *Sbsn* knockdown in mouse keratinocyte cultures down-regulates cornified envelope genes, suggesting an essential role of *SBSN* in epidermal differentiation. These results demonstrate the effectiveness of our paradigm in discovering key factors of epidermal development.

As another application, cold-induced thermogenesis (CIT) can reduce body weight by increasing resting energy expenditure in mammals^14^. Genes involved in CIT can be promising therapeutic targets for treating obesity and diabetes. Thus, it is important to understand the underlying mechanism of CIT. Our paradigm detected potential CIT-related genes, including known CIT genes and novel ones, showing that the paradigm can be generalized easily to other biological processes. It is a promising integrative analysis approach to identify key factors in biological processes.

## Results

### Identification of candidate epidermal development genes

To identify key gene expression datasets that are likely to be related to epidermal development, data curation was performed. A total of 295 epidermis development genes (according to GO) were searched on ArrayExpress to query microarray datasets, and over 300 datasets were retrieved. Due to the limitation of the search function in ArrayExpress, many retrieved datasets did not have any perturbation of these epidermis development genes, even though the gene symbols were mentioned in the datasets. To overcome this problem, manual curation was performed on each retrieved dataset to retain relevant ones, and the manual curation resulted in 24 experimental comparisons from 17 datasets with gain or loss function of 14 epidermis development genes (Table S1 and Methods).

To determine the candidate genes potentially involved in epidermal development, differential gene expression (DEG) analysis was performed on the 24 experimental comparisons of the curated microarray datasets. Differentially expressed genes were identified under $$q\le 0.05$$. The large-scale gene expression changes derived from our curated datasets provided a list of candidate genes that may be potentially involved in epidermal development (Fig. 2).

**Figure 2:**
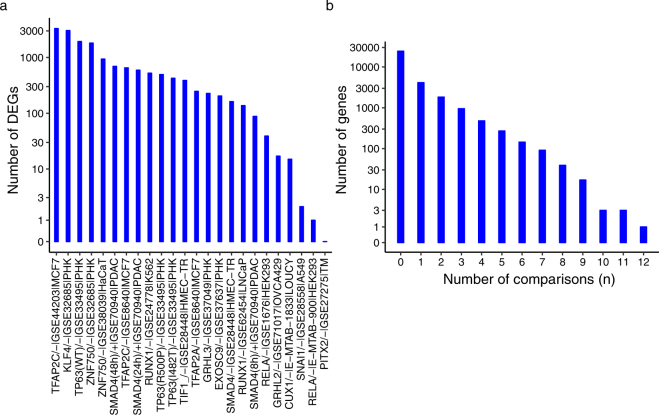
DEG results of the curated microarray datasets. To identify the differentially expressed genes of the 24 experimental comparisons in curated microarray datasets, DEG analysis was performed as mentioned in supplemental materials. DEGs were identified under $$q\le 0.05$$. (**a**) The bar plot depicts the number of DEGs identified in each of the 24 experimental comparisons. (**b**) The figure depicts the number of genes differentially expressed in *n* comparisons out of all the 24 comparisons. A large number of DEGs were identified in the curated datasets. A small group of genes was differentially expressed in multiple datasets.

To identify genes that are potentially critical in epidermal development, consensus gene scores were summarized for each gene from affinities on the 24 experimental comparisons. Eighty-one genes were identified as key genes related to epidermal development with a consensus score $$\ge 6$$ (Table S2). The heatmap (Fig. S1) shows a majority of these genes with a $$+1$$ affinity score in skin-related cell types. This information suggests that these top genes may play a role in epidermal development. To infer the biological processes involved, GO analysis was performed on these top genes using Fisher’s exact test (the null hypothesis is log-odds-ratio $$ < 2$$) with all the genes annotated in GO as the background. Several epidermis-related GO terms were enriched in these genes (Fig. 3). For example, the essential GO terms in the epidermis were enriched, such as keratinocyte differentiation, epidermal cell differentiation, epidermis development, skin development, cornified envelope, and keratinization. In addition, the GO terms involved in skin barrier formation were also enriched, such as fatty acid elongase activity, lipoxygenase pathway, and establishment of skin barrier. These enriched GO terms suggest that the top identified genes are critical in epidermal development.

**Figure 3:**
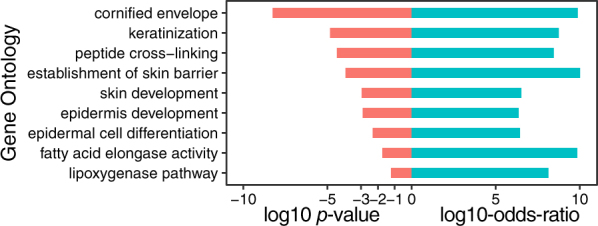
Biological process and literature study of genes with consensus score $$\ge 6$$. To identify the biological process that the 81 top genes (consensus score $$\ge 6$$) were involved in, a GO enrichment analysis was performed. The enriched GO pathways were plotted with a log10 *p-*value, along with their log10 odds ratios in the enrichment analysis.

Because GO annotation is not complete for gene functions^15^, we manually curated functional annotations for the top identified genes. Of these genes, besides the 18 genes annotated in the GO term “epidermis development,” only three genes have loss-of-function experiments supporting their role in epidermal development. However, the majority of these identified genes have no functional experimental validation on epidermal development. Of the three genes with literature evidence, *EDN1* (consensus score = 7) mediates the homeostasis of melanocyte (located at the bottom of epidermis) *in vivo* upon ultraviolet irradiation^16^. The loss function of *ELOVL4* (consensus score = 6) represses the generation of very-long-chain fatty acids, which is critical for the epidermal barrier function, showing the important role of *ELOVL4* in epidermis development^17^. The *in vitro* loss-of-function experiment of *HOPX* (consensus score = 6) leads to increased expression of cell differentiation markers in human keratinocytes, demonstrating its involvement in epidermal development^18^.

To evaluate how well the roles of the identified genes are understood in epidermal development, we queried the PubMed literature database and examined the results. For each gene, the keyword used in the PubMed search was constructed as “<symbol>[tiab] AND (epidermis OR skin)”. The search results showed that a large proportion of identified genes ($$ \sim 42 \% $$ = 34/81) have no publications related to skin. Therefore, these understudied novel genes revealed potential candidate genes for new studies on epidermal development. In addition, the majority ($$ > 70 \% $$) of identified genes were not in the epidermis development GO term (Fig. S2). These novel genes demonstrate the ability of the paradigm to discover unknown factors in epidermal development.

To demonstrate the effectiveness of the paradigm computationally, top-ranked genes using collective comparisons were compared to genes using individual comparisons (Text S1). Fig. S3 shows the significantly (*p-*value = $$3.6\,\times \,{10}^{-9}$$) increased epidermal development genes identified by the paradigm compared to differentially expressed genes derived from individual comparisons.

### Validation of Sbsn role in epidermal differentiation by loss-of-function and other experiments

Among the identified genes, a top gene (*SBSN*) (with a high consensus score of 9) was selected to validate its role in epidermal development. A phylogenetics-based GO analysis revealed enriched GO terms related to epidermal development using co-evolved genes of *SBSN* (Text S2, Fig. S4). In addition, a time-course microarray dataset showed an increased expression of *SBSN* upon epidermal differentiation (Text S3, Fig. S5). These results suggest a potentially critical role of *SBSN* in epidermal development. 

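Keratinocytes are the main cell type of the epidermis, and primary cultures from newborn BALB/c mice differentiate when calcium in the medium is raised, here from 0.05 mM to 0.12 mM. The cultures received 75 pmol of a pool of short interfering RNAs (siRNA) directed against *Sbsn* (siSbsn) or of a non-targeting pool (siControl), and RNA was taken 48 hours after transfection. The sample labels give 12 RNA-Seq libraries in 2 batches. Batch 1 held 2 libraries without siRNA, 2 siControl libraries and 2 siSbsn libraries, and batch 2 held 3 siControl and 3 siSbsn libraries. The Methods describe triplicates of each condition, and all 5 siControl and all 5 siSbsn libraries of the labels were used. The authors kept the reads that aligned uniquely to the mm10 mouse genome, counted them on each gene of the UCSC KnownGene annotation, and deposited these counts without normalization. The table holds 21947 loci, and 4802 of them join the names of several genes, whose reads were counted together. The total count per library ranged from 29629909 to 37624743 in siControl (median 35150137) and from 27934836 to 49553923 in siSbsn (median 36438906), and was 45056003 and 36755865 in the libraries without siRNA. In all 9 pairs of libraries of the same condition and batch the counts differed by more than the sampling noise (chi-square per degree of freedom between 4.66 and 216). Each library was counted as a separate sample. This comparison cannot show that they are separate cultures, because it sets the libraries against counting noise alone. Counts were normalized by the TMM method and compared between siSbsn and siControl with edgeR's quasi-likelihood test, with batch as a term in the model and Benjamini-Hochberg adjusted q-values. The test covered the 12857 loci that passed edgeR's filter on low counts. As in the Methods, genes were called at an absolute log2-fold change over 0.5 and a q-value under 0.05. Counts were also simulated from the means, dispersions and library sizes of these libraries. On them the test called 85 of 100 loci changed by 1 on the log2 scale and 100 of 100 loci changed by 2. It made 11 false calls. Each locus was drawn independently, so variation that a library shares across loci was left out. These shares therefore do not show that the test would find such changes in the real libraries.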

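*Sbsn*, the gene the siRNA was directed against, lies on the plus strand of chromosome 7 of mm10 from 30751471 to 30756134, and its longest annotated transcript has 3 exons and 2460 bases. In batch 2, *Sbsn* was at 387 ± 64.9 CPM (SD, n = 3), its count scaled by normalized library size, in siControl and at 123 ± 1.95 CPM (SD, n = 3) in siSbsn, which was 31.8% of the siControl mean. Every siSbsn library of batch 2 lay below every siControl library of that batch, and the log2-fold change was -1.64 (standard error 0.10, q = 0.00056 from edgeR's quasi-likelihood test in batch 2 alone). The exact two-sided permutation test in batch 2 gave p = 0.1, the smallest p that 3 libraries against 3 allow. In batch 1, *Sbsn* was at 1189 and 1356 CPM in the siControl libraries and at 1697 and 1231 CPM in the libraries without siRNA. The library labelled siSbsn batch 1 replicate 1 had 1965 CPM, above all 4 of these libraries, and siSbsn batch 1 replicate 2 had 696 CPM, below all 4. The siSbsn mean of batch 1 was 105% of the siControl mean, with a log2-fold change of 0.041 (standard error 0.45, q = 0.973 from the same test in batch 1 alone). Over both batches the log2-fold change was -0.96 (standard error 0.35, unadjusted p = 0.0206, q = 0.254 from edgeR's quasi-likelihood test), and an exact two-sided permutation test within batches gave p = 0.05, where the smallest possible p was 0.0167. With each of the 10 libraries left out in turn, the log2-fold change over both batches stayed between -1.39 and -0.82, and the lowest value came without the library labelled siSbsn batch 1 replicate 1. The difference between the batches was -1.70 on the log2 scale (q = 0.265 from edgeR's test of the batch by treatment interaction, and q = 0.034 from DESeq2). With 1 library left out it ranged from -2.27 to -0.79. It was -0.79 without the library labelled siSbsn batch 1 replicate 1 and -2.27 without siSbsn batch 1 replicate 2. Without siControl batch 1 replicate 2 it was -1.83, all from edgeR. Each of these 3 fits leaves 1 library in that arm of batch 1, whose spread is then assumed, so only the differences are given.

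**Figure D1:**
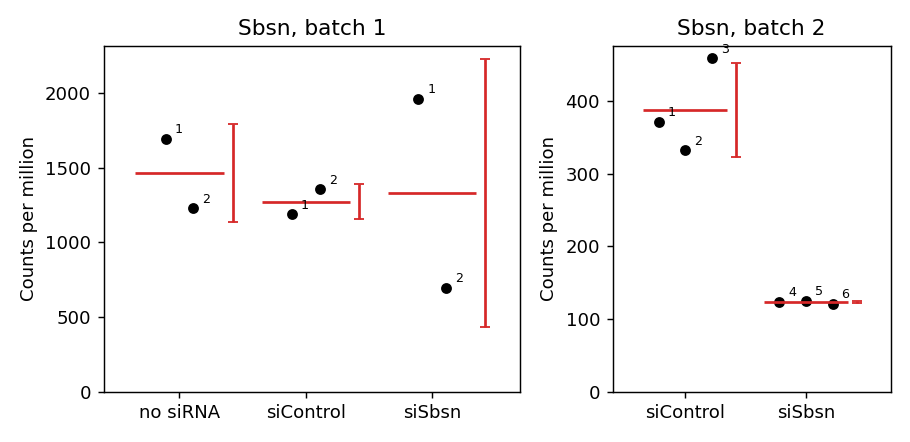
CPM of *Sbsn* in each library, with batch 1 on the left and batch 2 on the right, each on its own linear axis from 0. Points are libraries with their replicate numbers, horizontal lines are means, and vertical bars show 1 SD on each side of the mean. The siSbsn libraries of batch 2 lie between 121 and 125 CPM, under all siControl libraries of that batch, and the library labelled siSbsn batch 1 replicate 1 lies at 1965 CPM.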

To determine the cellular component that *Sbsn* is involved with, we performed a study of the differentially expressed genes in differentiating mouse primary keratinocyte cultures from mice with *Sbsn* knockdown. In *Sbsn* knockdown mouse cultures, 326 genes were up-regulated, and 161 genes were down-regulated (Methods, Table S3, Fig. 4a). 

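Between the 5 siSbsn and the 5 siControl libraries, edgeR's quasi-likelihood test with batch in the model called 0 up-regulated and 0 down-regulated genes. The smallest q-value was 0.254, while 2464 of the 12857 loci tested had an unadjusted p under 0.05. The alternative that moved these counts most was DESeq2's Wald test with batch, the tool named in the Methods, which called 50 up-regulated and 42 down-regulated genes without shrinkage of the log2-fold changes. With DESeq2's beta prior, which shrinks them, 40 genes were up-regulated and 38 were down-regulated. limma-voom called 0 genes in either direction, with 2508 loci at an unadjusted p under 0.05. In batch 1 alone edgeR called 0 genes, with 1512 loci at an unadjusted p under 0.05. In batch 2 alone it called 0 up-regulated genes and 1 down-regulated gene, *Sbsn*, with 1319 loci at an unadjusted p under 0.05. With each of the 10 libraries left out in turn, edgeR called 0 genes in every case. On simulated counts of the same libraries, DESeq2 recovered 90 of 100 loci changed by 1 on the log2 scale and 100 of 100 changed by 2. It made 45 false calls. These loci were drawn independently, so they do not give the share of false calls among the genes called in the real libraries. DESeq2 was also run on 50 splits of the 10 libraries into groups of 5, the real one included. The real split gave 92 called genes, and the next highest gave 22. Among the 23 splits that kept the batches balanced, the next highest gave 3.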

To investigate the functional roles of *Sbsn*, these differentially expressed genes were used to search for enriched GO terms^19^ using Fisher’s exact test (null hypothesized log-odds-ratio $$ < 2$$) with the genes expressed in the *Sbsn* knockdown mouse culture and the controls as background. Specifically, the cornified envelope GO term was found enriched in the genes down-regulated upon *Sbsn* knockdown (*p-*value < 0.05), and eight cornified envelope genes were down-regulated (Table S4). These results suggest the role that *Sbsn* may play in epidermal differentiation and cornified envelope formation.

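All 8 genes of Table S4 had negative log2-fold changes over both batches, from -1.25 for *Lce1h* and -1.06 for *Sprr2e* to -0.57 for *Cnfn*. With each library left out in turn all 8 stayed below 0, but without siControl batch 1 replicate 1, 5 of them no longer passed -0.5, with *Cnfn* at -0.34, *Lce3c* at -0.35, *Lce3d* at -0.42, *Lce1g* at -0.45 and *Lce3e* at -0.49. Without the library labelled siSbsn batch 1 replicate 1, 6 of them, all except *Lce1h* and *Sprr2e*, lay between -0.47 and -0.40. *Cnfn* was at -0.46 without siSbsn batch 1 replicate 2. Their unadjusted p-values from edgeR's quasi-likelihood test lay between 0.000934 and 0.0441 and their q-values over all loci tested between 0.254 and 0.257, so 0 of 8 passed the threshold. Adjusted over the list alone, 8 of 8 had q-values under 0.05 (0.0057 to 0.0441), which is not independent evidence because the study chose these genes from the same libraries. DESeq2 called 2 of the 8 genes over all loci, *Lce1h* (q = 0.00937) and *Sprr2e* (q = 0.00741). In batch 1 the log2-fold changes of the 8 genes ranged from -1.80 to -1.20 (q = 0.423 for each from edgeR in batch 1 alone). In batch 2 they ranged from -0.84 to -0.10, with 2 of them under -0.5 (q-values from 0.483 to 0.822 from edgeR in batch 2 alone). These 2, *Lce1h* and *Sprr2e*, had low counts in batch 2. *Lce1h* was at 2.62 ± 1.28 CPM in siControl and 1.47 ± 0.44 CPM in siSbsn (SD, n = 3 each). *Sprr2e* was at 0.864 ± 0.241 CPM and 0.565 ± 0.247 CPM (SD, n = 3 each). For both genes the siSbsn and siControl libraries of batch 2 overlapped. With the trend of each library's counts on gene length removed, the 8 genes ranged from -0.90 to -0.21, with 2 of them under -0.5. *Cnfn* lies on the minus strand of chromosome 7 of mm10 from 25367616 to 25369724 and encodes cornifelin. In batch 1 it was at 1677 ± 670 CPM (SD, n = 2) in siControl and 748 ± 13.6 CPM (SD, n = 2) in siSbsn, and in the libraries without siRNA it was at 790 ± 55.5 CPM (SD, n = 2). In batch 2 it was at 166 ± 49.4 CPM (SD, n = 3) in siControl and 146 ± 4.32 CPM (SD, n = 3) in siSbsn, a difference within the spread of the siControl libraries. The *Lce* and *Sprr* genes lie side by side on chromosome 3 as families of similar genes. Some rows of the count table join *Sprr2d* or *Sprr2e* with *Sprr2h*, and *Lce3b* with *Lce3c*, so the counts of these genes are uncertain. The list of the cornified envelope GO term was not used here. In its place a list of envelope precursor genes written from general knowledge was tested, with 48 members among the loci tested. edgeR called no down-regulated genes in which to test it. Among the 38 genes called down-regulated by DESeq2 with the beta prior were 2 members of the list, and Fisher's exact test (one-sided) gave p = 0.276 against a natural log-odds-ratio of 2, p = 0.111 against an odds ratio of 4 and p = 0.00926 against an odds ratio of 1.

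**Figure D2:**
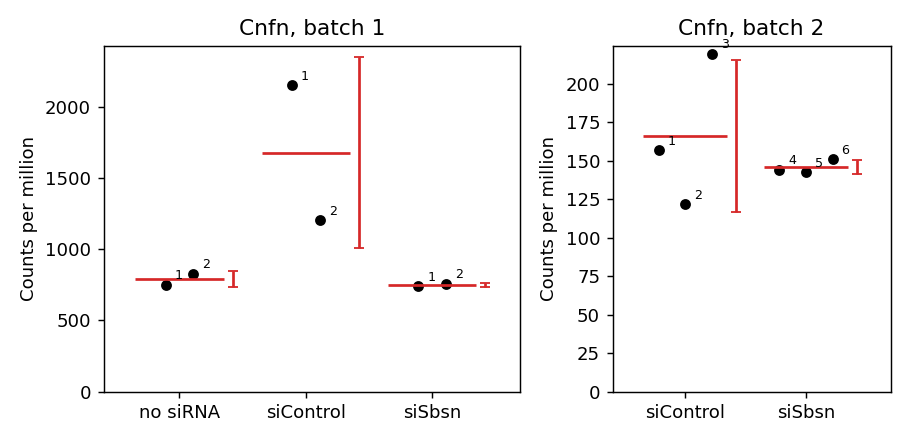
CPM of *Cnfn* in each library, with batch 1 on the left and batch 2 on the right, each on its own linear axis from 0. Points are libraries with their replicate numbers, horizontal lines are means, and vertical bars show 1 SD on each side of the mean. In batch 1 the siControl libraries, at 2151 and 1204 CPM, lie above the siSbsn libraries and the libraries without siRNA.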

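Tested as a group, the 48 envelope precursor genes had a median log2-fold change of -0.21 in siSbsn against siControl, with 35 of them below 0 (q = 0.034 over the 3 lists tested, from limma's camera with a preset correlation of 0.01). The fry test, which sets no correlation in advance, gave q = 0.486 for the same list. The 3 conditions of batch 1 share the replicate numbers 1 and 2. With the replicate number as a block in the model, the median was -0.15. Camera then gave q = 0.0742, over 0.05, and fry gave q = 0.389. The direction was not the same in the batches. The median was -0.64 in batch 1 alone (camera q = 1.05e-05, downward, and fry q = 0.448) and 0.10 in batch 2 alone (camera q = 0.0129, upward, and fry q = 0.368). Without siControl batch 1 replicate 1 the median over both batches was 0.035, and without the library labelled siSbsn batch 1 replicate 1 it was -0.12 (camera q = 0.977 and q = 0.296). Removing the trend on gene length gave a median of 0.064 (camera q = 0.514). The 84 ribosomal protein genes, taken as short and highly expressed genes outside the epidermal programme, had a median of -0.38, with 83 of them below 0 (camera q = 9.9e-15, fry q = 0.281), and their median was below 0 in both batches, at -0.72 and -0.18. Of the 81 consensus genes of Table S2, 67 were tested, and 11 of the loci found for this list also belong to the envelope list. Their median was -0.019 and their mean was 0.028, and camera placed them upward with q = 0.575. Removing the trend on gene length gave these consensus genes a median of 0.096 (camera q = 0.00564, upward, and fry q = 0.0576). From the down-regulated cornified envelope genes, the paper proposes a role of *Sbsn* in epidermal differentiation and in the formation of the cornified envelope.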

**Figure 4:**
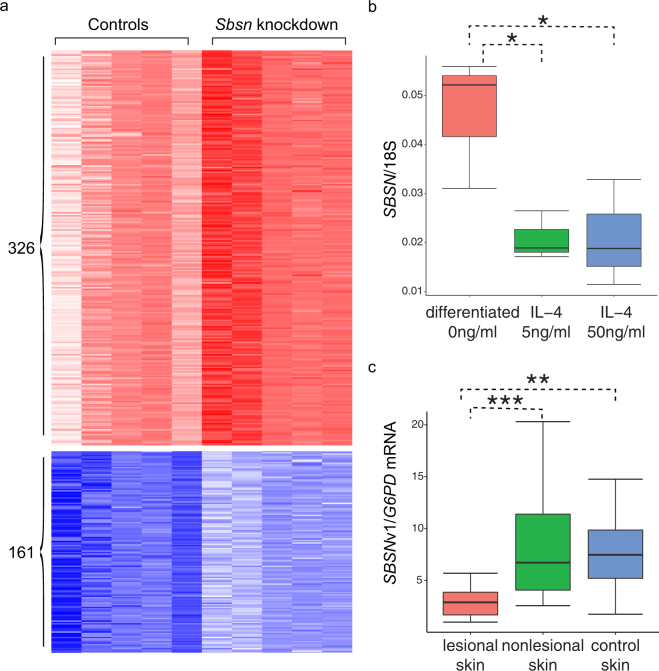
Validations of *SBSN* in epidermal differentiation. (**a**) Heatmap of the expression levels between *Sbsn* knockdown mice and controls. Expression levels are shown for genes differentially expressed (under |log2-fold-change| >0.5 and *q*-value < 0.05) upon *Sbsn* knockdown. Red and white colors indicate high and low expression levels (arc-sine hyperbolic transformed normalized counts by DESeq and scaled by standard deviations) for 326 up-regulated genes, respectively. Blue and white colors indicate high and low expression levels for 161 down-regulated genes, respectively. (**b**) Expression values of *SBSN* normalized by 18 S rRNA in differentiated keratinocytes upon IL-4 treatment. To evaluate the gene expression changes of *SBSN* during keratinocyte differentiation upon IL-4 treatment, an RT-PCR experiment was performed with nine differentiated cells with and without IL-4 treatments (three replicates per condition). The expression values of *SBSN* were normalized by the expression levels of 18 S rRNA. The boxplot shows a significant decrease of *SBSN* expression at two IL doses (5 ng/ml and 50 ng/ml) (*p-value $$ < 0.05$$). (**c**) Expression values of full-length *SBSN* transcript (v1) in AD skins. To evaluate the expression changes of *SBSN* in AD skins, expression values were measured in AD skins for the *SBSN* transcripts via RT-PCR. The expression levels were normalized by the expression levels of *G6PD*. The full-length *SBSN* transcript showed significantly decreased expression levels in AD lesional skins compared to AD nonlesional and control skins (***p-value $$ < 0.001$$, **p-value $$ < 0.01$$, *p-value $$ < 0.05$$).

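The loci with the smallest q-values in edgeR's quasi-likelihood test were AK172064+Xkrx, Mtus1+B430010I23Rik and Cdkn1b, all higher in siSbsn and each at q = 0.254. Their log2-fold changes of 0.49, 0.48 and 0.45 lay below the threshold of 0.5, and DESeq2 gave them q-values of 4.53e-05, 4.53e-05 and 0.000159. With the trend on gene length removed these changes were 0.56, 0.24 and 0.37 (q = 0.222, 0.260 and 0.222 from edgeR). With 1 library left out, the first 2 loci reached 0.52 at the highest. The first 2 of these loci join overlapping genes whose reads were counted together. *Cdkn1b* lies on chromosome 6 of mm10 from 134920401 to 134925525. It was at 61 ± 0.894 CPM (SD, n = 2) in siControl and 95 ± 1.16 CPM (SD, n = 2) in siSbsn in batch 1, and at 63.3 ± 3.21 CPM (SD, n = 3) and 79.1 ± 1.49 CPM (SD, n = 3) in batch 2. AK172064+Xkrx was at 87.8 ± 6.01 CPM and 140 ± 2.91 CPM in batch 1 (SD, n = 2 each), and at 38.2 ± 2.02 CPM and 49 ± 0.648 CPM in batch 2 (SD, n = 3 each). For all 3 loci every siSbsn library lay above every siControl library of its own batch.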

Atopic dermatitis (AD) is the most common chronic inflammatory skin disease^20^. IL-4, a type 2 cytokine, contributes to the development of AD. Because broad defects of cornified envelope have been identified in AD^21^, *SBSN* may play a critical role in AD via defective cornification. To investigate the putative role of *SBSN* in AD, differentiated primary normal human epidermal keratinocytes (NHEKs) were cultured to examine the expression levels of *SBSN* upon IL-4 treatments via RT-PCR. In the presence of IL-4 (at doses of 5 ng/ml and 50 ng/ml), *SBSN* mRNA levels in the differentiated cells were significantly decreased as compared to differentiated cells without cytokine treatment (Fig. 4b). These decreased expression levels of *SBSN* upon IL-4 treatment suggest a critical precursor role of *SBSN* in the development of AD via disruption of cornification—and further indicate an important role of *SBSN* in epidermal differentiation.

To investigate the role of *SBSN* in AD, expression levels of three *SBSN* transcripts were measured in AD lesional/nonlesional and control skins via RT-PCR (Methods). A total of 49 skin biopsies were measured, consisting of 16 AD lesional skin biopsies, 16 AD nonlesional skin biopsies, and 17 healthy controls. The expression levels of *SBSN* transcripts were normalized to *G6PD*. *SBSN* transcript v1 (NM_001166034.1) showed a significantly decreased level in AD lesional skin compared to AD nonlesional skin and controls (Fig. 4c). The decreased expression levels of the full-length transcript of *SBSN* suggests an important role of this *SBSN* isoform in AD.

### Generalization of the paradigm as demonstrated by its application on CIT

To investigate the generalizability of our integrative analysis approach, we applied the paradigm to reveal thermogenesis genes in tissues upon cold exposure. We collected ten gene expression datasets from GEO (Table S5). These gene expression data were collected from tissues of mice treated with cold temperature to induce thermogenesis. Both microarray and RNA-Seq data were collected. Because thermogenesis is always activated upon cold exposure, the direction of thermogenesis is thus increased in all the 24 comparisons within the ten collected datasets. Using DEG analysis, the paradigm calculated the consensus scores for measured genes from 24 comparisons and identified 153 genes with a consensus score $$\ge 6$$ (Table S6). These 153 identified genes were then used to perform GO analysis. Enriched GO terms are related to energy homeostasis (Fig. S6). Literature curation confirmed the functional evidence in CIT of some identified genes. For example, elongation of very-long-chain fatty acids (*Elovl3*, consensus score = 13) in ablated mice showed a proliferated metabolic rate in a cold environment, indicating a higher capacity for brown fat-mediated nonshivering thermogenesis. Thus, *Elovl3* is a key regulator for CIT in adipose tissue upon cold exposure^22^. As another example, carnitine palmitoyltransferase 2 (*Cpt2*, consensus score = 11) depletion mediates the fatty acid oxidation in adipose tissue, which is required for CITs, suggesting the critical role of *Cpt2* in CIT^15,23^. This second application of our paradigm in CIT suggests that the paradigm can be generalized to other biological processes. Our paradigm is a simple but important integrative data processing approach for gene expression data.

## Discussion

We propose a gene expression data processing paradigm to identify key factors in biological processes. The collection of gene expression data enhances the identification of key factors in biological processes. The application of the paradigm for epidermal development revealed known and novel epidermal development genes. To validate the novel predictions, an understudied gene, *SBSN*, was specifically investigated for its potential role in epidermal differentiation. *SBSN* has been identified in the suprabasal layers of the epithelia in the epidermis^24^. Although *SBSN* was previously shown to be induced upon differentiation of epidermal keratinocytes, no loss-of-function study has been performed to demonstrate the functional role of *SBSN* in epidermis or skin. Our phylogenetics-based GO analysis suggests relevant biological processes in epidermal development for *SBSN* co-evolved genes (Fig. S4). RNA-Seq analysis in *Sbsn* knockdown mouse keratinocyte cultures revealed down-regulated cornified envelope genes, suggesting a role for *Sbsn* in epidermal differentiation. 

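Among differentiation and basal keratinocyte genes chosen by name, none of 9 passed the threshold in edgeR's quasi-likelihood test over both batches. The desmoplakin gene *Dsp* rose by 0.66 on the log2 scale (standard error 0.17, q = 0.254), and DESeq2 called it with q = 0.0271. It was higher in siSbsn in both batches, by 1.06 in batch 1 and 0.37 in batch 2. *Flg*, the filaggrin gene, had a log2-fold change of 1.13 (standard error 0.49, q = 0.257). Its counted locus spans only 2746 bases, while the annotated gene runs from 93273523 to 93293686 on chromosome 3. It was at only 1.12 CPM in siControl batch 1 replicate 1. In batch 2 it was at 5.90 ± 3.85 CPM in siControl and 8.57 ± 2.11 CPM in siSbsn (SD, n = 3 each), with overlapping libraries. The keratin genes of differentiating cells, *Krt1* and *Krt10*, had log2-fold changes of 0.44 and 0.21, and both were lower in siSbsn in batch 2 alone, at -0.79 and -0.37. Without the library labelled siSbsn batch 1 replicate 1 they were at -0.40 and -0.29. Without siControl batch 1 replicate 2 they were at -0.085 and -0.026. The keratin genes of basal cells, *Krt5* and *Krt14*, were at -0.11 and -0.23. *Krt14* was at -0.049 without siControl batch 1 replicate 1, and at -0.011 with the trend on gene length removed. *Ivl* and *Lor*, which encode the envelope precursors involucrin and loricrin, were at -0.11 and -0.14, and both were above 0 in batch 2 alone, at 0.062 and 0.11. *Tgm1*, which encodes a transglutaminase, was at 0.026, and at -0.14 in batch 1 alone. With the trend on gene length removed, *Dsp* was at 0.30, under the threshold of 0.5, and *Krt5*, *Ivl* and *Lor* were at 0.043, 0.070 and 0.072. DESeq2 called none of the other 8 genes.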

*SBSN* may also be critical in AD, an inflammatory skin disease, because AD has a broadly defective cornified envelope^21,25^. Due to the full-length isoform of *SBSN* potentially playing a more critical role in the development of AD (Text S4, Fig. 4c and S7) and IL-4 being involved in AD^20^, we examined the effects of IL-4 on human differentiating keratinocyte cultures and found decreased expression levels of *SBSN* in IL-4 treated compared to non-treated cultures (Fig. 4b). These results indicate that *SBSN* may be a target for aberrant cytokine production in AD.

The paradigm identified key genes by collecting multiple datasets and integrating information from the collected datasets, especially from datasets of the cell or tissue types most relevant to the target biological process. However, due to the limited availability of such datasets in certain areas, relevant datasets from other cell or tissue types may also be used, for they generally will not worsen the results. This is consistent with the idea of ensemble learning, in which merging many weak and independent classifiers will result in a strong classifier^26^. The heatmap of identified genes (consensus score $$\ge 6$$) showed seven experimental comparisons from epidermal cells clustered together (Fig. S1). To systematically cluster the 24 experimental comparisons, a hierarchical clustering analysis using an affinity distance metric (Text S5) grouped the comparisons into eleven distinct clusters (at a cutoff distance $$\le 0.05$$) (Fig. S8). As a result, the seven experimental comparisons from epidermal cells were also consistently clustered together in the hierarchical clustering analysis. These results indicate that the experimental comparisons from epidermal cells contributed the most. In the future, with more datasets from epidermal tissues/cells generated, it may not be necessary to include datasets from nonepidermal tissues/cells, as the marginal contribution from them is likely to be negligible.

The paradigm starts from gene expression datasets with the perturbation of a biological process. This data collection process is critical. As for the application in epidermal development, we searched ArrayExpress using the text of epidermal development for candidate gene expression datasets. However, none of the five retrieved datasets showed changes in epidermal development, leaving us with no data from reliance on the bare keyword search functionality offered by ArrayExpress (Fig. S9). Because known genes annotated in the epidermis development GO term provide candidate factors responsible for the regulation of epidermal development, datasets with these perturbed known genes can be a starting point for our paradigm. However, it should be understood that the paradigm is not limited to a single GO term. Due to incomplete annotation in GO^5^, genes in other GO terms, such as keratinocyte differentiation (GO:0030216) and epidermal cell differentiation (GO:0009913), can also play roles in epidermis development. Thus, starting from these additional genes along with the genes in the epidermis development GO term, the performance of the paradigm is expected to improve because more information may be borrowed from other relevant datasets. To apply our paradigm, it is critical to examine the collection of gene expression datasets. In addition, our paradigm can include both microarray and RNA-Seq data, as shown in the CIT application, enabling the inclusion of more data—leading to better results than with only one data type.

To obtain a manageable number of identified genes, our computation analysis focused on genes with a consensus score $$\ge 6$$. A simulation was performed to evaluate the empirical distribution of consensus scores in epidermal development and CIT, and a cutoff of $$\ge 6$$ corresponds to an empirical *p*-value = $$3.72\,\times \,{10}^{-8}$$ and $$1.09\,\times \,{10}^{-8}$$ for epidermal development and CIT, respectively (Text S6 and Fig. S10). But other thresholds may also be used. Higher thresholds lead to fewer but more robust identified genes, while lower thresholds lead to more but less robust identified genes. An investigator should pick a cutoff appropriate for the intent of the investigation. For example, if the purpose is to identify more novel epidermis development genes for further experimental validation, genes with consensus scores lower than 6 can also be considered. In addition, the cutoff should be also related to the total number of comparisons used in the analysis. In general, with more comparisons, the cutoff for the consensus score should be greater.

It is worth mentioning that genes with negative consensus scores, in general, do not contribute to regulation in biological processes. For the application of epidermal development and CIT, a consensus score cutoff ≤−5 is used to extract negative genes, and no enriched GO terms are related to epidermal development (44 negative genes) and CIT (95 negative genes) (data not shown). These results are consistent with the intent of the scoring scheme defined in Fig. 1. The number of genes with positive and negative consensus scores would be expected to be roughly the same due to normalization, but the positive genes, in fact, have longer tails than the negative genes (Fig. S11). Quantile testing shows significantly larger positive scores compared to the absolute negative score at 0.95-quantile for both applications (*p-*value < $$2.2\,\times \,{10}^{-16}$$)^27^. This suggests that genes positively correlated with epidermal development and CIT are more likely to be consistent across different experiments, indicating that these positive genes are more likely to be relevant to the respective processes. In summary, the paradigm is valuable in identifying key factors for biological processes using gene expression data.

## Methods

### Ethics statement

All skin samples were collected according to procedures (NKEBN/486/2011) previously approved by the local ethics committee (Independent Bioethics Commission for Research at Medical University of Gdansk). Written consent was obtained from all patients prior to enrollment in the study.

### Curating gene expression data related to epidermal development

We collected gene expression datasets related to epidermal development by manual curation according to the following procedure. First, we searched ArrayExpress using the keyword (“epidermis + development” OR “epidermal + development”) AND organism: “homo sapiens”, retrieving only five studies, none of which could be reused to study the epidermal development process because of no change in epidermal development in the datasets (Fig. S9). Therefore, we started from known epidermal development genes to curate datasets with the process perturbed. Specifically, genes from the GO^19^ epidermis development (accession GO:0008544) term were extracted first for humans. Then, the official symbol of each gene was queried on ArrayExpress for human microarray datasets. Each retrieved dataset was manually examined to retain only the datasets with at least one epidermis development gene being perturbed (i.e., knocked out, knocked down, or overexpressed). To ensure proper downstream statistical analysis, any dataset with no replicates was discarded.

### Data processing paradigm of the perturbed expression data

To identify the genes related to a biological process, our data processing paradigm was performed on the gene expression data to capture the affinities between specific genes and the biological process. An affinity score of $$+1$$ or $$-1$$ means that the gene is positively or negatively related to the biological process. Specifically, if the expression of a gene is increased or decreased in a biological process that is increased, the gene has an affinity score of $$+1$$ or $$-1$$ for the biological process. Alternatively, if the biological process is decreased, these genes have an affinity score of $$-1$$ or $$+1$$. The affinity score was 0 or NA for the genes not differentially expressed or unmeasured. The detailed workflow of the paradigm is shown in Fig. 1. For a biological process, systematic data curation is performed to collect gene expression datasets with the process perturbed (increased or decreased). Using DEG analysis (Text S7 and S8)^28–30^, affinity scores are calculated for each gene in each comparison in each dataset. Finally, a consensus score is calculated by summing these affinity scores among the comparisons for each gene. High consensus scores suggest that the corresponding genes are potentially critical to the biological process. Thus, our paradigm is a general framework that can be used to identify the key factors in a biological process.

### NHEK cell culture and treatment

Primary NHEKs of neonatal foreskin were purchased from Thermo Fisher Scientific and were maintained in EpiLife Medium containing 0.06 mM CaCl_2_ and S7 supplemental reagent under standard tissue culture conditions. The cells were seeded in 24 well dishes at 2 × 10^5^/well to form a confluent monolayer. In the following day, the cells were subjected to differentiation by increasing CaCl_2_ to 1.3 mM in the culture media with or without the human recombinant IL-4 at designated concentrations. The cells were harvested for total RNA extraction before differentiation and were differentiated for 5 days. Total RNA was extracted using RNeasy mini kit according to manufacturer guidelines (QIAGEN, MD). RNA was then reverse transcribed into cDNA using superScript® III reverse transcriptase from Invitrogen (Portland, OR) and was analyzed by real-time RT-PCR using an ABI Prism 7000 sequence detector (Applied Biosystems, Foster City, CA). Primers and probes for human *SBSN* (Hs01078781_m1) and *18* *s* (Hs99999901_S1) were purchased from Applied Biosystems (Foster City, CA). Quantities of all target genes in test samples were normalized to the corresponding 18 S levels.

### Sbsn siRNA in mouse keratinocyte culture and RNA sequencing

Primary murine keratinocytes were isolated from BALB/c neonatal mice as previously described^31^. Primary murine keratinocytes were cultured in a supplemented minimal essential medium (Gibco, Thermo Fisher Scientific Inc., Waltham, MA, USA) with 8% fetal bovine serum (FBS, Atlanta Biologicals, Flowery Branch, GA, USA) and 1% antibiotic (Penicillin Streptomycin Amphotericin B, Sigma), with 0.05 mM Ca^2+^ concentration. A total of $$1\,\times \,{10}^{6}$$ cells were seeded in each well of six well plates. Twenty-four hours after seeding, the siRNA mix (Opti-Mem serum free media (GIBCO), 75 pmol of siRNA (Dharmacon), and HiPerfect transfection reagent (Qiagen)) was added to cells. For *SBSN*, the siRNA used were Dharmacon, SMARTpool; siGENOME *Sbsn* siRNA M-054578-01-0005 and Control (mouse) SMARTpool; and siGENOME Non-Targeting siRNA Pool #1. Each condition was done in triplicates. To induce keratinocyte differentiation, a final concentration of 0.12 mM Ca^2+^ was used. RNA was harvested 48 hours after siRNA transfection. Total RNA from cells was extracted using RNeasy kit (Qiagen) according to manufacturer instructions. A total of 100 ng was used to prepare the libraries utilizing a Neoprep Library kit (Illumina). RNA sequencing was performed in the NIAMS Genome Core Facility at the National Institutes of Health.

### DEG analysis using Sbsn knockdown RNA-Seq data in mouse differentiating primary keratinocyte cultures

To identify the differentially expressed genes in mouse differentiating primary keratinocyte cultures in which *Sbsn* had been knocked down with siRNA, the following analysis was performed. The raw RNA-Seq reads were aligned to the mouse (mm10) genome using STAR (version 2.5.1b)^32^ with default settings. The uniquely aligned reads were retained to calculate the read counts for each gene against the UCSC KnownGene annotation (mm10), and a count table was constructed by counting the number of reads aligned uniquely to each of the genes for each sample. DEG analysis was performed by DESeq2^33^. To adjust the batch effect, a generalized linear model with a batch factor was used to model the read counts for all samples, and the Wald test was used to test the significance of differences in gene expression between *Sbsn* knockdown samples and controls. 

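A principal component analysis of the log2 CPM of all 12 libraries separated the batches on its first component, which held 64.4% of the variance, and the second held 23.8%. On the second component siControl batch 1 replicate 1 lay at 56.3, while the other libraries lay between -27.8 and 22.1. Leaving the batch term out of edgeR's quasi-likelihood model called 0 genes between siSbsn and siControl, with 879 loci at an unadjusted p under 0.05. A test of the batch by treatment interaction called 0 loci at a q-value under 0.05 (smallest q = 0.265), with 1945 loci at an unadjusted p under 0.05, and DESeq2 called 166. Without siControl batch 1 replicate 2 edgeR called 4905 loci, and without siSbsn batch 1 replicate 2 it called 435, each fit leaving 1 library in that arm of batch 1, whose spread is assumed to be that of the other groups. The loci with the smallest q-values for the interaction were Cpm, the gene of carboxypeptidase M, at -1.76, AK052121+Arhgef26 at -1.50 and Cntn2 at -2.76 (siSbsn effect of batch 2 minus that of batch 1, log2 scale, q = 0.265 for each). On simulated counts the interaction test recovered 12 of 100 loci changed by 1 on the log2 scale and 82 of 100 changed by 2.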

FDR adjusted *q*-values were then calculated from the *p-*values in the Wald test using the Benjamini-Hochberg procedure^34^. The log2-fold changes between *Sbsn* knockdown samples and controls were also calculated for each gene. The differentially expressed genes were identified under |log2-fold-change| $$ > 0.5$$ and $$q < 0.05$$.

### RT-PCR analysis of AD skin

For the current study, arm skin samples (2 mm punch biopsies of 3 mm depth) were taken from AD patients (from lesional and nonlesional AD skin), and skin samples (controls) were obtained from healthy subjects. The nonlesional skin biopsy was performed at a 10 cm distance (at least) from AD skin lesions. Immediately after biopsy, the skin samples were placed in RNA-later solution (Qiagen) and were stored at –20 ^0^C. Total RNA was isolated using standard methods. The mRNA levels were analyzed by real-time RT-PCR with TaqMan primer-probe sets using the Path-ID Multiplex One-Step RT-PCR kit (Path-ID™ Multiplex One-Step RT-PCR Kit (Applied Biosystems). The reference transcript *G6PD* was used as an internal standard and was amplified together with each target gene transcript in the same well using primers and probes, as shown in Table S7. The level of each analyzed transcript was normalized to that of the appropriate reference transcript.

### Data availability

The datasets used in this study are available in the National Center for Biotechnology Information’s (NCBI’s) GEO^2^ with accession GSE100100.

## Electronic supplementary material

Supplemental materials

Table S2

Table S3

Table S6

Table S7

## References

[1] Rustici G (2013). ArrayExpress update–trends in database growth and links to data analysis tools. Nucleic Acids Res.

[2] Edgar R, Domrachev M, Lash AE (2002). Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res.

[3] Qin B (2012). CistromeMap: a knowledgebase and web server for ChIP-Seq and DNase-Seq studies in mouse and human. Bioinformatics.

[4] Guo Z (2015). RNASeqMetaDB: a database and web server for navigating metadata of publicly available mouse RNA-Seq datasets. Bioinformatics.

[5] Li J (2017). SFMetaDB: a comprehensive annotation of mouse RNA splicing factor RNA-Seq datasets. Database.

[6] Li, J. *et al*. RBPMetaDB: A comprehensive annotation of mouse RNA-Seq datasets with perturbations of RNA-binding proteins. Database (Oxford), 10.1093/database/bay054 (in press).10.1093/database/bay054PMC600957629931156

[7] Li Z, Li J, Yu P (2018). GEOMetaCuration: a web-based application for accurate manual curation of Gene Expression Omnibus metadata. Database.

[8] Bhaduri A (2015). Network Analysis Identifies Mitochondrial Regulation of Epidermal Differentiation by MPZL3 and FDXR. Dev Cell.

[9] Churchill GA (2002). Fundamentals of experimental design for cDNA microarrays. Nature genetics.

[10] Kavvoura FK, Ioannidis JP (2008). Methods for meta-analysis in genetic association studies: a review of their potential and pitfalls. Human genetics.

[11] Elias PM (2007). The skin barrier as an innate immune element. Semin Immunopathol.

[12] Li, J. & Yu, P. Genome-wide transcriptome analysis identifies alternative splicing regulatory network and key splicing factors in mouse and human psoriasis. *Scientific Reports***8**(1) (2018).10.1038/s41598-018-22284-yPMC584143929515135

[13] Thomas PD (2017). The Gene Ontology and the Meaning of Biological Function. Methods Mol Biol.

[14] Ellis JM (2010). Adipose acyl-CoA synthetase-1 directs fatty acids toward beta-oxidation and is required for cold thermogenesis. Cell metabolism.

[15] Li J, Deng S-P, Wei G, Yu P (2018). CITGeneDB: a comprehensive database of human and mouse genes enhancing or suppressing cold-induced thermogenesis validated by perturbation experiments in mice. Database.

[16] Hyter S (2013). Endothelin-1 is a transcriptional target of p53 in epidermal keratinocytes and regulates ultraviolet-induced melanocyte homeostasis. Pigment Cell Melanoma Res 26, 247-258.

[17] Vasireddy V (2007). Loss of functional ELOVL4 depletes very long-chain fatty acids (≥C28) and the unique ω-O-acylceramides in skin leading to neonatal death. Human molecular genetics.

[18] Yang JM, Sim SM, Kim HY, Park GT (2010). Expression of the homeobox gene, HOPX, is modulated by cell differentiation in human keratinocytes and is involved in the expression of differentiation markers. Eur J Cell Biol.

[19] Ashburner M (2000). Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. Nat Genet.

[20] Brunner PM, Guttman-Yassky E, Leung DY (2017). The immunology of atopic dermatitis and its reversibility with broad-spectrum and targeted therapies. J Allergy Clin Immunol.

[21] Guttman-Yassky E (2009). Broad defects in epidermal cornification in atopic dermatitis identified through genomic analysis. J Allergy Clin Immunol.

[22] Westerberg R (2006). ELOVL3 is an important component for early onset of lipid recruitment in brown adipose tissue. The Journal of biological chemistry.

[23] Lee J, Ellis JM, Wolfgang M (2015). J. Adipose Fatty Acid Oxidation Is Required for Thermogenesis and Potentiates Oxidative Stress-Induced Inflammation. Cell reports.

[24] Park GT, Lim SE, Jang S-I, Morasso MI (2002). Suprabasin, a novel epidermal differentiation marker and potential cornified envelope precursor. Journal of Biological Chemistry.

[25] Trzeciak M (2017). Expression of Cornified Envelope Proteins in Skin and Its Relationship with Atopic Dermatitis Phenotype. Acta Derm Venereol.

[26] Hastie, T., Tibshirani, R. & Friedman, J. *The Elements of Statistical Learning: Data Mining, Inference, and Prediction*. (Springer, 2009).

[27] Conover, W. J. *Practical nonparametric statistics*. 3rd ed. 396–406 (Wiley. pp. 396–406, 1999).

[28] Qian, X. *et al*. RNA-seq analysis of glycosylation related gene expression in STZ-induced diabetic rat kidney inner medulla. *Frontiers in Physiology***6** (2015).10.3389/fphys.2015.00274PMC459031626483702

[29] Guo, Z. *et al*. Possible mechanisms of host resistance to Haemonchus contortus infection in sheep breeds native to the Canary Islands. *Scientific Reports***6**(1) (2016).10.1038/srep26200PMC487375527197554

[30] Osenberg, S. *et al*. Activity-dependent aberrations in gene expression and alternative splicing in a mouse model of Rett syndrome. *Proc Natl Acad Sci USA*, 10.1073/pnas.1722546115 (2018).10.1073/pnas.1722546115PMC600336629769330

[31] Palazzo E (2016). The homeoprotein DLX3 and tumor suppressor p53 co-regulate cell cycle progression and squamous tumor growth. Oncogene.

[32] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[33] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq. 2. Genome Biol.

[34] Benjamini Y, Hochberg Y (1995). Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. Journal of the Royal Statistical Society. Series B (Methodological).

# Supplementary material for: A data mining paradigm for identifying key factors in biological processes using gene expression data
**Source:** Sci Rep. 2018 Jun 13;8:9083. doi: 10.1038/s41598-018-27258-8
**Supplement:** Supplementary file 1 — Supplemental materials

Peng Yu, PhD

Department of Electrical and Computer Engineering & TEES-AgriLife Center for Bioinformatics and Genomic Systems Engineering,

Texas A&M University,

College Station, TX 77843, USA

**A data mining paradigm for identifying key factors in biological processes using gene expression data**

Jin Li^1,2^, Le Zheng^1^, Akihiko Uchiyama^3^, Lianghua Bin^4^, Theodora M. Mauro^5^, Peter M. Elias^5^, Tadeusz Pawelczyk^6^, Monika Sakowicz-Burkiewicz^6^, Magdalena Trzeciak^7^, Donald Y. M. Leung^4^, Maria I. Morasso^3^ and Peng Yu^1,2,*^

**SUPPLEMENTAL INFORMATION**

**Text S1. Comparisons on the curated datasets with respect to epidermal development**

To assess the ability of the paradigm, differentially expressed genes using individual comparisons were compared to top identified genes. For individual comparisons, the genes were ordered by contrasts for the increased process or by negative contrasts for the decreased process. Because there were 295 genes in the epidermis development GO term (accession GO:0008544), the same number of genes was selected as top genes in each individual comparison. Further, 295 top genes were selected for the combined comparisons. Some genes tied at the rank of 295, so 24 instances of random sampling (to generate the same number of observations as individual comparisons) were performed within these tied genes to keep only a total of 295 genes. Within each of these sets of 295 genes, the number of the genes in the epidermis development GO term was recorded. To test the difference of epidermal development genes between individual comparisons and top identified genes, one-sided Wilcoxon test was applied over the recorded number of epidermal development genes.

**Text S2. Phylogenetics-based GO analysis**

Because the function of *SBSN* has not been elucidated, it is important to derive an unbiased indication regarding its biological function. For this purpose, a GO analysis based on a gene set derived by a phylogenetic approach was performed using the following procedure. Co-evolved genes of human *SBSN* were first detected using the human-centric binary phylogenetic matrix from Clustering by Inferred Models of Evolution (CLIME) ^9^. The human-centric phylogenetic matrix in CLIME was built by searching the protein sequence of each gene in humans against the protein sequences in the rest of 138 fully sequenced eukaryotic organisms ^10^ and in a “prokaryote” outgroup of 502 prokaryotic species using BLASTP ^11^. In this matrix, rows are human genes, and columns are the 138 eukaryotic organisms together with the “prokaryote” outgroup. Each element in the matrix is binary, which takes 1 if the human protein sequence of the gene in the row is similar to the sequence of a protein in the species of the column; otherwise it takes 0. Then, the Fisher’s exact test was applied to evaluate the significance that each gene was co-evolved with *SBSN* among 138 eukaryotic organisms and the “prokaryote” outgroup. A total of 59 genes were co-evolved with *SBSN* under $p<1.0\times{10}^{-6}$. These 59 co-evolved genes were used to screen for the enriched GO terms using Fisher’s exact test (with the null hypothesis *H*_0_: log-odds-ratio < 2) with the genes appearing in all human GO terms as background ^12^.

The GO analysis resulted in three significantly enriched GO terms related to epidermal development: keratin filament, intermediate filament, and intermediate filament cytoskeleton (**Figure S4**). For example, keratin filament has shown to be critical in the formation of skin disorders ^13^. These enriched GO terms identified by the co-evolved genes of *SBSN* indicate a potentially critical role of *SBSN* in epidermal development.

**Text S3. Expression increase of *SBSN* upon epidermal differentiation**

To evaluate the gene expression changes of *SBSN* upon epidermal differentiation, a microarray dataset (GSE52651) measured in a 7-day time-course keratinocyte differentiation experiment was analyzed. Human progenitor keratinocytes were seeded onto devitalized dermis to enable keratinocyte differentiation into fully stratified epithelium, which captured dynamic changes in tissue regeneration ^14^. With log2 transformation and quantile normalization of raw probe expression values, **Figure S5** shows increased expression of *SBSN* upon epidermal differentiation starting from day 1. The early increase of its expression values upon the induction of differentiation indicates a potentially critical role of *SBSN* in epidermal differentiation.

**Text S4. Expression of *SBSN* transcripts in AD skin**

The expression of the full-length transcript of *SBSN* (v1) was significantly decreased in AD lesional skin compared to nonlesional skin and healthy controls (**Figure 4c**). The transcript v2 (NM_198538.3) of *SBSN* showed significantly decreased levels in AD lesional skin compared to nonlesional skin, but not controls. However, the transcript v3 (NM_001166035.1) showed no significant expression changes in AD lesional skin compared to nonlesional skin and controls, even though nonlesional skin showed an increased expression compared to controls (**Figure S7**). The v2 and v3 *SBSN* transcript variants had lower expression compared to the full-length transcript (v1) ($\sim10\%$ and $<1\%$ of v1 in healthy controls). Because the v2 and v3 *SBSN* transcript variants were much less abundant compared to the full-length transcript (v1), the full-length transcript of *SBSN* may be the *SBSN* isoform critical in AD.

**Text S5. Clustering analysis using the affinity distance metric based on Fisher’s exact test**

To investigate the relationship of the 24 experimental comparisons in the curated datasets, clustering analysis was performed using an affinity distance metric. The affinity distance metric was derived from an affinity score matrix calculated in the paradigm (**Figure 1**). An affinity score (annotated as $+1/-1/0$ or NA) of a gene in an experimental comparison examines the relatedness of the gene to a biological process. To evaluate the similarity of the results of two experimental comparisons, a $3\times3$ contingency table, labeled as $+1/0/-1$, was tabulated by counting the number of genes from the two columns in the affinity score matrix; the table then was collapsed into two $2\times2$ tables such that the enrichment of the genes having $+1$s or $-1$s in both experimental comparisons could be tested using Fisher’s exact test. The geometric mean of the two *p-*values calculated from the two $2\times2$ tables corresponding to $+1$s and $-1$s was considered the affinity distance between the two experimental comparisons. A smaller affinity distance indicates a closer relationship between the two experimental comparisons. To examine the relationships among the 24 experimental comparisons in our curated datasets, the affinity distances were calculated for all pairs of 24 comparisons and were saved in an affinity distance matrix. Then, hierarchical clustering with complete linkage was applied to this matrix.

**Text S6. Empirical distribution of consensus score**

To determine the cutoff of consensus scores, simulations were performed to generate the empirical distribution. Specifically, the consensus scores for all genes and 24 comparisons in epidermal development were used to construct an original score matrix, with rows as genes and columns as comparisons. To perform the simulation, the affinity scores for each comparison (each column) were permutated. After all columns were permutated, the consensus scores were calculated for each row. A total of 10,000 iterations of simulation were executed to generate the empirical distribution of consensus scores.

**Text S7. DEG analysis using microarray data**

For each of the curated human microarray datasets in **Table S1**, DEG analysis was performed as described below. To map microarray probes to gene symbols, the probe sequences were aligned to the transcript sequences of the GENCODE human annotation (release 25) ^1^ using Bowtie (version 1.1.2) ^2^ with an exact match. The probes aligned to multiple genes were discarded. The raw microarray probe data were then rank-normalized by transforming the raw probe values to ranks scaled to [0, 1] by dividing the total number of probes in each platform. These scaled ranks were transformed by the variance-stabilizing transformation (VST) ^3^. The resulted VST values were fit using linear models with adapted FDR in contrasts ^4,5^. The DEGs were identified as FDR $\leq0.05$.

**Text S8. DEG analysis using RNA-Seq data**

For DEG analysis using RNA-Seq data, raw full-length of the single-end or the first end of the paired-end reads were first aligned to the transcriptome sequences annotated in GENCODE (mouse release M12) ^6^ eliminating pseudogenes using STAR (version 2.5.3a) ^7^ ignoring multiple alignment reads. A count table was tabulated of the number of reads aligned to each gene, discarding those reads aligned to multiple genes. Genes with low counts were filtered out from the count table. Normalization and DEG were conducted using DESeq2 ^8^. FDR-adjusted *q*-values were computed using the Benjamini-Hochberg procedure ^4^. The DEGs were identified as |log2-fold-change| $>0.5$ and $q<0.05$.

**Figure S1. Heatmap of the top genes (consensus score** $\boldsymbol{\geq6}$**) in epidermal development derived from 24 experimental comparisons of the curated datasets.**

To identify the candidate genes that are potentially important in epidermal development, the paradigm was applied to the curated datasets. A total of 81 top genes (consensus score $\geq6$) revealed a set of candidate genes involved in epidermal development. Each column in the heatmap represents one of the 24 experimental comparisons in the curated datasets. For example, “ZNF750/-; GSE32685; PHK” represents the dataset (GSE32685) in which *ZNF750* was knocked down in primary human keratinocytes. Each row corresponds to a gene that was examined in those experimental comparisons. The colors yellow/blue/black/white correspond to the affinity scores $+1/-1/0/$NA, respectively. These 81 top genes showed an affinity in epidermal tissues, demonstrating potential roles of these genes in epidermal development.

**Figure S2. The majority of identified genes were not annotated in the epidermis development GO term.**

To evaluate the effectiveness of the paradigm in identifying new factors in epidermal development, the top identified genes were overlapped with the genes in the epidermis development GO term (GO:0008544). These identified genes were extracted using consensus score thresholds from $\geq6$ to $\geq10$. The green and red bars depict the number of total identified genes given the threshold and the number of the genes in the epidermis development GO term, respectively. The majority of identified genes (consensus score $\geq6$) were not in the epidermis development GO term.

**Figure S3. The paradigm revealed an increased number of epidermal development genes.**

To demonstrate the power of the paradigm, differentially expressed genes derived from individual comparisons were compared to the top ranked genes using all the comparisons. One-sided Wilcoxon test was used to test the significance of the difference between the number of epidermal development genes from two approaches. (***: *p*-value $<0.001$)

**Figure S4. GO terms enriched in the co-evolved genes of *SBSN*.**

Three GO terms, keratin filament, intermediate filament, and intermediate filament cytoskeleton, were significantly enriched in the 59 co-evolved genes of *SBSN* in humans.

**Figure S5. Expression changes of *SBSN* in human keratinocytes upon epidermal differentiation.**

To investigate the gene expression changes of *SBSN* upon epidermal differentiation, a time-course microarray dataset was used to measure the expression values of *SBSN*. Human keratinocytes were treated to induce differentiation for discrete time points of seven days. The boxplot shows the normalized log2-expression values of the 11 probes in the microarray mapped to *SBSN* with two biological replicates measured per day. The expression of *SBSN* was significantly up-regulated in days 1 to 7 compared with day 0 (*t*-test using linear contrast *p*-value $<2.2\times{10}^{-16}$).

**Figure S6. Enriched GO terms of identified genes in CIT.**

The identified genes (consensus score $\geq6$) were used to screen GO terms, and the figure depicts the enriched GO terms. The *p-*values and odds ratio from Fisher’s exact test were recorded for each GO term.

**Figure S7. Expression values of *SBSN* transcript v2 and v3 in AD skins.**

To evaluate the expression changes of *SBSN* in AD skins, expression values were measured in AD skins for the *SBSN* transcripts via RT-PCR. The expression levels were normalized by the expression levels of *G6PD*. (a) As shown in Figure 4c, the *SBSN* transcript v1 showed significantly decreased expression levels in AD lesional skins compared to AD nonlesional and control skins. (b) The *SBSN* transcript v2 showed significantly different expression changes between AD lesional versus nonlesional skins and nonlesional versus control skins. (c) The *SBSN* transcript v3 showed significantly different expression changes between AD nonlesional versus control skins (***: *p*-value $<0.001$, **: *p-*value $<0.01$, *: *p*-value $<0.05$).

**Figure S8. Dendrogram of the experimental comparisons in the curated datasets.** To identify the relationship among the 24 experimental comparisons of our curated datasets, a hierarchical clustering analysis was performed using the affinity distance metric. The experimental comparisons were annotated by perturbed genes, types of perturbation, tissue and cell types, and ArrayExpress/GEO accession IDs with citations. The experimental comparisons were also colored by their tissue and cell types—cancer cells (red), epidermal cells (gold), epithelial cells (green), organotypic tissue (blue), and trabecular meshwork cells (purple).

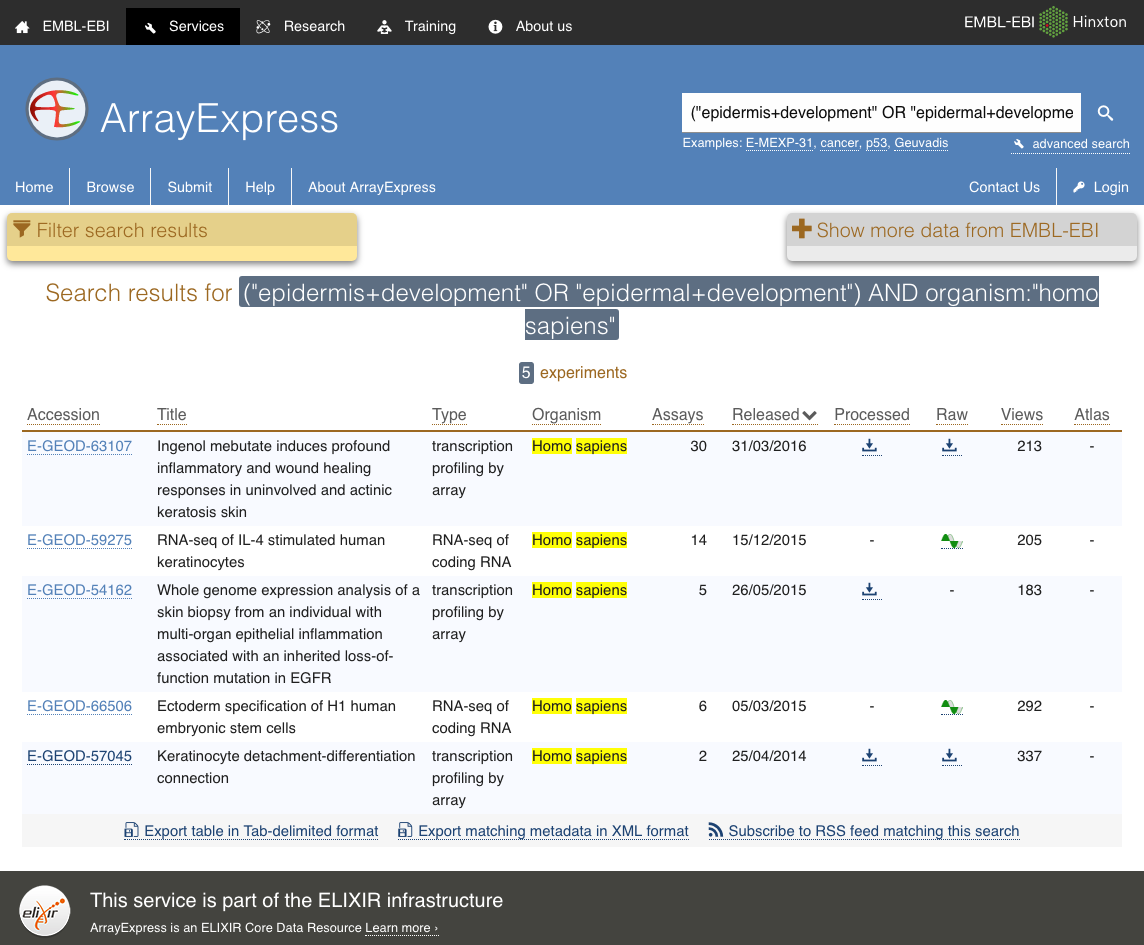

**Figure S9. Screenshot of datasets retrieved from ArrayExpress for epidermal development.**

To collect gene expression data for epidermal development, ArrayExpress was searched using the text regarding epidermal development. The screenshot depicts five retrieved datasets for human gene expression data.

**Figure S10. Empirical distribution of consensus score in simulated epidermal development and CIT.**

The figure shows the empirical probability mass function (pmf) of consensus scores. Among 10,000 iterations of simulation, observed consensus scores ranged from –6 to 6 for both epidermal development and CIT. The normalized frequency is shown for the distribution of consensus scores.

**Figure S11. Number of genes for each consensus score in epidermal development and CIT.**

Among the 24 comparisons for epidermal development and CIT, consensus scores were calculated for all measured genes. The bars represent the number of genes for corresponding consensus scores.

| **Table S1. Result of dataset curation on GEO by the epidermis development GO term genes** | | | | | |
| --- | --- | --- | --- | --- | --- |
| **GSE No.** | **Perturbed Gene** | **Perturbation** | **Experiment Tissue** | **Abbreviation** | **Tissue Type** |
| GSE37637 | EXOSC9 | Overexpressed | Primary human keratinocytes | PHK | Epidermal tissue |
| GSE71017 | GRHL2 | Knockdown | Ovarian cancer cell line OVCA429 | OVCA429 | Cancer cell |
| GSE37049 | GRHL3 | Knockdown | Primary human normal neonatal keratinocytes | NHEK | Epidermal tissue |
| GSE32685 | KLF4 | Knockdown | Primary neonatal keratinocytes | HEKn | Epidermal tissue |
|  | ZNF750 |  |  |  |  |
| GSE1676 | RELA | Knockdown | HEK 293 | HEK 293 | Organotypic tissue |
| GSE62454 | RUNX1 | Knockdown | LNCaP cell line | LNCaP | Cancer cell |
| GSE24778 | RUNX1 | Knockdown | K562 cells | K562 | Cancer cell |
| GSE8640 | TFAP2A | Knockdown | MCF7 | MCF7 | Cancer cell |
|  | TFAP2C |  |  |  |  |
| GSE28448 | SMAD4 | Knockdown | HMEC-TR | HMEC-TR | Epithelial cell |
|  | TIF1 |  |  |  |  |
| GSE33495 | TP63 | Knockdown | Primary neonatal keratinocytes | HEKn | Epidermal tissue |
|  | TP63 |  |  |  |  |
|  | TP63 |  |  |  |  |
| GSE38039 | ZNF750 | Knockdown | HaCaT cells | HaCaT | Cancer cell |
| E-MTAB-1833 | CUX1 | Knockdown | Loucy cells | Loucy | Organotypic tissue |
| GSE27275 | PITX2 | Knockdown | Trabecular meshwork (TM) tissue from eye | TM | Trabecular meshwork cell |
| E-MTAB-900 | RELA | Knockdown | HEK293T | HEK293T | Organotypic tissue |
| GSE70940 | SMAD4 | Overexpressed (8hr) | Pancreatic ductal adenocarcinoma (PDAC) cell line BxPC3 | PDAC | Cancer cell |
|  |  | Overexpressed (24hr) |  |  |  |
|  |  | Overexpressed (48hr) |  |  |  |
| GSE28558 | SNAI1 | Knockdown | A549 | A549 | Cancer cell |
| GSE44203 | TFAP2C | Knockdown | MCF7 | MCF7 | Cancer cell |

**Table S4. Eight enriched cornified envelope genes in *Sbsn* knockdown mouse differentiating keratinocyte cultures.**

| Cnfn |
| --- |
| Lce1g |
| Lce1h |
| Lce3c |
| Lce3d |
| Lce3e |
| Sprr2d |
| Sprr2e |

**Table S5. Ten gene expression datasets of adipose tissue upon cold exposure.**

| **GEO Accession** | **Experimental Tissue** | **Platform** |
| --- | --- | --- |
| GSE13432 | White adipose tissue | Affymetrix Mouse Genome 430 2.0 Array |
| GSE40486 | Brown adipose tissue;  Skeletal muscle | Illumina mouseRef-8 v1.1 expression beadchip |
| GSE44138 | Brown adipose tissue;  White adipose tissue;  Liver | Illumina Mouse Ref-6 V1 |
| GSE51080 | Brown adipose tissue;  Mesenteric white adipose tissue;  Posterior subcutaneous white adipose tissue | Affymetrix Mouse Genome 430 2.0 Array |
| GSE63031 | Interscapular brown adipose tissue;  Inguinal white adipose tissue;  Epididymal white adipose tissue | Illumina Genome Analyzer II |
| GSE64909 | Brown adipose tissue | Illumina MouseWG-6 v2.0 R2 expression beadchip |
| GSE70437 | Interscapular brown adipose tissue | Illumina HiSeq 1500 |
| GSE74062 | Epididymal white adipose tissue | Affymetrix Mouse Exon 1.0 ST Array |
| GSE74899 | Inguinal white adipose tissue | Affymetrix Mouse Transcriptome Array 1.0 |
| GSE77534 | Brown adipose tissue | Illumina HiSeq 2000 |

**References:**

1 Harrow, J. *et al.* GENCODE: the reference human genome annotation for The ENCODE Project. *Genome Res* **22**, 1760-1774 (2012).

2 Langmead, B., Trapnell, C., Pop, M. & Salzberg, S. L. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. *Genome biology* **10**, R25 (2009).

3 Durbin, B. P., Hardin, J. S., Hawkins, D. M. & Rocke, D. M. A variance-stabilizing transformation for gene-expression microarray data. *Bioinformatics* **18**, S105-S110 (2002).

4 Benjamini, Y. & Hochberg, Y. Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. *Journal of the Royal Statistical Society. Series B (Methodological)* **57**, 289-300 (1995).

5 ZHENG, L. & YU, P. *brt: Biological Relevance Testing, <*[*https://cran.r-project.org/web/packages/brt/index.html*](https://cran.r-project.org/web/packages/brt/index.html)*>*, 2017).

6 Harrow, J. *et al.* GENCODE: producing a reference annotation for ENCODE. *Genome Biol* **7 Suppl 1**, S4 1-9, doi:10.1186/gb-2006-7-s1-s4 (2006).

7 Dobin, A. *et al.* STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15-21, doi:10.1093/bioinformatics/bts635 (2013).

8 Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* **15**, 550, doi:10.1186/s13059-014-0550-8 (2014).

9 Li, Y., Calvo, S. E., Gutman, R., Liu, J. S. & Mootha, V. K. Expansion of biological pathways based on evolutionary inference. *Cell* **158**, 213-225, doi:10.1016/j.cell.2014.05.034 (2014).

10 Bick, A. G., Calvo, S. E. & Mootha, V. K. Evolutionary diversity of the mitochondrial calcium uniporter. *Science* **336**, 886, doi:10.1126/science.1214977 (2012).

11 Altschul, S. F., Gish, W., Miller, W., Myers, E. W. & Lipman, D. J. Basic local alignment search tool. *J Mol Biol* **215**, 403-410, doi:10.1016/S0022-2836(05)80360-2 (1990).

12 Ashburner, M. *et al.* Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. *Nat Genet* **25**, 25-29, doi:10.1038/75556 (2000).

13 Fuchs, E. Keratins and the skin. *Annual review of cell and developmental biology* **11**, 123-153, doi:10.1146/annurev.cb.11.110195.001011 (1995).

14 Lopez-Pajares, V. *et al.* A LncRNA-MAF:MAFB transcription factor network regulates epidermal differentiation. *Dev Cell* **32**, 693-706, doi:10.1016/j.devcel.2015.01.028 (2015).

# Supplementary material for: A data mining paradigm for identifying key factors in biological processes using gene expression data
**Source:** Sci Rep. 2018 Jun 13;8:9083. doi: 10.1038/s41598-018-27258-8
**Supplement:** Supplementary file 5 — Table S7

**Table S7. Primers and probes in RT-PCR analysis of atopic dermatitis.**

Universal ProbeLibrary for Human **Roche**

[**NM_001166034.1**](https://qpcr.probefinder.com/showsequence.jsp?seqNo=1541751051) **Homo sapiens suprabasin (SBSN), transcript variant 1, mRNA**
[**NM_198538.3**](https://qpcr.probefinder.com/showsequence.jsp?seqNo=672229455) **Homo sapiens suprabasin (SBSN), transcript variant 2, mRNA**
[**NM_001166035.1**](https://qpcr.probefinder.com/showsequence.jsp?seqNo=248983318) **Homo sapiens suprabasin (SBSN), transcript variant 3, mRNA**

##### Assay details:

| Use Universal ProbeLibrary probes: **#38, #38, #38** | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Input** | **Probe ID** | **Primer** | **Length** | **Position** | **Tm** | **%GC** | **Sequence** |
| NM_001166034.1 | **#38 cat.no. 04687965001** | Left | 20 | 1450 - 1469 | 59 | 55 | gggagttcaccatacccttg |
| Multiplex with G6PD [](https://qpcr.probefinder.com/hkginfo.jsp?hkginfo=true&hkgNo=1252103166) | Right | 18 | 1493 - 1510 | 60 | 56 | gaacccttggaccgcttt |
| Amplicon (61 nt)  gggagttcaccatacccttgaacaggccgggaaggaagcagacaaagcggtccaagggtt  c | | | | | |
| NM_198538.3 | **#38 cat.no. 04687965001** | Left | 18 | 426 - 443 | 59 | 56 | tcaacaacgctgctggac |
| Multiplex with G6PD [](https://qpcr.probefinder.com/hkginfo.jsp?hkginfo=true&hkgNo=1252103166) | Right | 18 | 473 - 490 | 59 | 61 | cccagtgtggaacccttg |
| Amplicon (65 nt)  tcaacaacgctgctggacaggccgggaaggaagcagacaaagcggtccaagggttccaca  ctggg | | | | | |
| NM_001166035.1 | **#38 cat.no. 04687965001** | Left | 21 | 375 - 395 | 59 | 48 | accatggtattggacaagcag |
| Multiplex with G6PD [](https://qpcr.probefinder.com/hkginfo.jsp?hkginfo=true&hkgNo=1252103166) | Right | 20 | 449 - 468 | 59 | 45 | gaagatccgctttgatggtt |
| Amplicon (94 nt)  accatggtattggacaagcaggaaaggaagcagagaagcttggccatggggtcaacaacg  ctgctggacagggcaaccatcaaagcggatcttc | | | | | |

How the deposited data were processed for this re-analysis (not part of the article)

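RNA-Seq counts of differentiating mouse primary keratinocyte cultures were analysed in 12 libraries, of which 5 had received siControl, 5 had received siSbsn and 2 had received no siRNA. Conditions, batches and replicate numbers were taken from the sample labels. Batch 1 held 2 libraries of each of the 3 conditions, and batch 2 held 3 siControl and 3 siSbsn libraries. The Methods describe triplicates of each condition. The libraries without siRNA are not mentioned in the paper and were used only for comparisons within batch 1, for 1 alternative that pooled them with siControl, and for alternatives that fitted all 12 libraries.

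The authors made the deposited counts by aligning the reads to mm10 with STAR at default settings, keeping uniquely aligned reads, and counting them on each gene of the UCSC KnownGene annotation. The deposited values are whole-number counts without normalization. Overlapping genes were joined into 1 locus by the authors. Reads that aligned to more than 1 place were dropped, which can lower the counts of genes with near-identical copies, such as the *Sprr2* and *Lce* families. Whether the counting used strand is not given in the sources used here. The table holds 21947 loci, of which 4802 carry several gene names. Where names were joined by a comma the reads cannot be assigned to 1 gene, and such loci were left out of the gene lists. Locus starts were 1 lower than in the GENCODE annotation of mm10 (51.3% of starts matched after adding 1, and 4.85% as given), and coordinates are printed after adding 1. Gene length is the length of the longest annotated transcript of a gene, which was found for 97.62% of the loci tested. It was matched by gene name, and for 253 of the loci tested the transcript is longer than the counted locus, so their length is not that of what was counted. *Flg* is one of them, and no value of it corrected for length is given.

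Total counts per library ranged from 27934836 to 49553923. The most abundant locus in every library was Krt17, with 1.84% to 4.51% of the counts. The highest share was in siControl batch 1 replicate 1.

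Counts were normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) after its filter on low counts, with batch and treatment in the model. The standard error of an edgeR log2-fold change was taken as the absolute log2-fold change divided by the square root of the F statistic. Genes were called at an absolute log2-fold change over 0.5 and a Benjamini-Hochberg q-value under 0.05, the thresholds of the Methods. The Methods used DESeq2, and DESeq2 1.42.0 was run as an alternative with and without its beta prior. CPM of a locus is its count divided by the effective size of the library, which is the sum over the loci that passed the filter across all 12 libraries times the TMM factor of these 12 libraries, so it is not the share of the total count, and log2 values of single libraries are log2 of CPM plus 0.5. Gene lists were tested with camera, at a preset correlation of 0.01, and with fry, both from limma 3.58.1 on voom values. Fisher's exact test used the noncentral distribution, since the paper's null hypothesis is a log-odds-ratio of 2. Taken as a natural logarithm this is an odds ratio of 7.39, and odds ratios of 4 and 1 were tried beside it. The background was the loci tested, and for DESeq2 the loci that received a q-value.

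The tests were tried on simulated data in which 200 loci were changed by known amounts. Each locus was drawn independently, so variation that a library shares across loci was not in these data. limma-voom recovered 86 of 100 loci changed by 1 on the log2 scale, with 12 false calls. In batch 2 alone edgeR recovered 88 of 100, with 5 false calls. For siControl against no siRNA in batch 1 it recovered 0 of 100 loci changed by 1 and 44 of 100 changed by 2, so that comparison calls only large changes. A correlation with gene length of 0.626 put into simulated counts was reduced to 0.0171 by the correction for gene length.

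The conditions, the tests, the thresholds, the alternatives and the rule for the genes named in the text were set before the data were examined. Values of Table S3 and Table S4 had been seen at that time. The rule names *Sbsn*, the 8 genes of Table S4, up to 5 called genes in each direction, the 3 loci with the smallest adjusted p, the 3 largest called changes each way between siControl and no siRNA, the 3 loci with the smallest adjusted p for the interaction of batch and treatment, and *Krt1*, *Krt10*, *Krt5*, *Krt14*, *Ivl*, *Lor*, *Flg*, *Tgm1* and *Dsp*. The rule rests on the edgeR fit over both batches and on edgeR's test of siControl against no siRNA, which called 0 genes each, so the parts of the rule that need called genes name none. DESeq2 called genes in both comparisons, and these were not used to choose names. Equal adjusted p-values were ordered by the unadjusted p. The lists are the envelope precursor genes (the *Lce* and *Sprr* families and further genes by symbol, 54 loci, 48 tested), the cytosolic ribosomal protein genes (88 loci, 84 tested) and the 81 consensus genes of Table S2 matched to mouse genes by symbol (71 loci, 67 tested).

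The alternatives were DESeq2's size factors in edgeR, total counts only, DESeq2, limma-voom, no filter on low counts, a mean of at least 10 counts, other thresholds, all 12 libraries, siControl and no siRNA libraries pooled, no batch term, the replicate number as a block, each batch alone, offsets that remove a smooth trend (lowess, span 0.3) of each library's counts on gene length, and each library left out in turn. DESeq2 on all 12 libraries and the length correlation without transcripts longer than their locus were added after the results had been seen. The fits of siControl against no siRNA with 1 library left out were first made with an additive batch term over the remaining libraries. After their output had been seen, that model was replaced by 1 mean for each condition and batch, because the additive term let batch 2 enter the contrast. The earlier model called no loci in any fit that left out a siControl or no siRNA library, while the model now used calls 152 and 5815 loci in 2 of them, so these counts rest on that choice.

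Other splits of the 10 siControl and siSbsn libraries into groups of 5 were refitted with edgeR for 100 of the 126 possible splits and with DESeq2 for 50 of them, the real split included, and all 10 splits of batch 2 were refitted. A list's median was set against 10000 random lists whose members were drawn from the 50 loci nearest in mean expression and in length or GC content. Analyses ran in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Of Table S3, 401 of the 487 rows were at hand. They were used for the values of the 8 genes of Table S4, for the baseMean column, and for counts of shared signs and calls. The other rows of Table S3 and the gene list of the GO term were not used here.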

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

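The test of *Krt1* in number 1 of batch 1 and the test of chance over many groups were chosen only after the results were seen.

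Within each condition, the library farthest from the others was looked for across both batches, as the gap to its nearest neighbour divided by the range of the 5 log2 CPM values. In 4 of 58 groups this ratio passed Dixon's critical value of 0.71. For *Cdkn1b* in siControl it was 0.800, from siControl batch 2 replicate 1 at 67 CPM, with the others between 60.4 and 61.7 CPM. For *Lce3e* in siSbsn it was 0.724, from siSbsn batch 1 replicate 2 at 4.15 CPM, with the others between 2.27 and 2.7 CPM. For *Krt1* in siSbsn it was 0.781, from the library labelled siSbsn batch 1 replicate 1 at 335 CPM, with the others between 26.7 and 46.7 CPM. For *Krt10* in siSbsn it was 0.777, from siSbsn batch 1 replicate 2 at 18.7 CPM, with the others between 52.3 and 70.2 CPM. Chance marks about 1 in 20 groups, and 4 or more of 58 come with a binomial probability of 0.330, so chance is not excluded. The groups mix both batches, and the genes are not independent.

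*Krt1* was higher in number 1 than in number 2 in 3 of the 3 conditions of batch 1. It was at 214 and 29.7 CPM without siRNA, at 46.1 and 26.4 CPM in siControl, and at 335 and 46.7 CPM in siSbsn. The explanation tested, number 1 of batch 1 higher in every condition, leaves open, as a hypothesis, that the cultures with number 1 differed from those with number 2 in a way unrelated to the siRNA, which may include how far they had differentiated. The siSbsn pair prompted this test, so only the other 2 pairs bear on it, and these can be alike by chance. From *Krt1* alone the explanation therefore cannot be told apart from chance. Beyond this gene, number 1 lay above number 2 on the first principal component in every condition. They lay at 40.8 and 10.9 without siRNA, at 60.1 and 22.3 in siControl and at 50.3 and 19.8 in siSbsn. The deviations of number 1 correlated across loci by 0.387, 0.818 and 0.469 between pairs of conditions. These values go with cultures of batch 1 that differ by number, but do not show why. An effect of the siRNA in 1 culture stays open and was not tested.

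In the 2 batches 3 genes moved in opposite directions, with every siSbsn library of batch 1 above every siControl library of its batch and every siSbsn library of batch 2 below every siControl library of its batch. The difference between the batches (batch 2 minus batch 1, log2 scale) was -3.18 for *Krt1*, -1.50 for AK052121+Arhgef26 and -2.76 for Cntn2. edgeR's test of the interaction gave q = 0.265 for each, so the difference did not pass the threshold, and the last 2 were chosen for their small interaction p. DESeq2 gave q = 0.0747 for *Krt1*, q = 6.23e-05 for AK052121+Arhgef26 and q = 0.00193 for Cntn2. Without the library labelled siSbsn batch 1 replicate 1, in which *Sbsn* is not lower, the *Krt1* difference was -1.17. Without siSbsn batch 1 replicate 2 it was -3.99, and without siControl batch 1 replicate 2 it was -2.86. The last 2 of these fits gave differences of -1.69 and -1.40 for AK052121+Arhgef26. For Cntn2 they gave -3.18 and -2.92. Each of these fits leaves 1 library in that arm of batch 1, whose spread is then assumed, so only the differences are given. A trend on gene length is argued against as the whole cause, since with that trend removed the difference nearest to 0 in standard errors, that of *Krt1*, still lay 3.80 standard errors from 0. A difference in the state of the cultures between the batches and an effect of the siRNA that differs between batches stay open and were not tested. Cntn2 was under 5 CPM in all libraries, and AK052121+Arhgef26 joins 2 names, so their reads are uncertain.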

How the results depend on the processing

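DESeq2 on all 12 libraries, without and with the beta prior, the length correlation without transcripts longer than their locus, and the standard error used to judge a change of the length correlation were chosen only after the results were seen.

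edgeR called 0 genes between siSbsn and siControl, with 2464 loci at an unadjusted p under 0.05. It also called 0 genes with DESeq2's size factors (2454 loci at an unadjusted p under 0.05), total counts only (2645), no filter (3169), a mean of at least 10 counts (2469), all 12 libraries (2662), the controls pooled (558), no batch term (879), the gene length correction (2227) and batch 1 alone (1512), as did limma-voom (2508). A q-value under 0.05 alone as the threshold, or a q-value under 0.01 with the fold change, called 0 as well. With each of the 10 libraries left out in turn the counts of up-regulated and down-regulated genes were 0, with 1250 to 3271 loci at an unadjusted p under 0.05. The exceptions were batch 2 alone, with 1 down-regulated gene, *Sbsn*, and DESeq2. Unshrunken DESeq2 called 50 up-regulated and 42 down-regulated genes, and DESeq2 with the beta prior called 40 and 38. On all 12 libraries DESeq2 called 50 and 36, and 34 and 36 with the beta prior. Each of these 4 DESeq2 fits called 2 of the 8 genes of Table S4, *Lce1h* and *Sprr2e*, and edgeR and limma-voom called 0 of them. In the DESeq2 fits on 10 libraries the enrichment test found 2 envelope genes among the down-regulated genes with and without the beta prior, with p = 0.276 and p = 0.333 from Fisher's exact test against a natural log-odds-ratio of 2. The cause of the difference between the tools was not tested. On simulated counts with 200 changed loci DESeq2 made 45 false calls and edgeR 11.

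The *Sbsn* log2-fold change stayed below 0 in all fits over both batches, from -1.39 without the library labelled siSbsn batch 1 replicate 1 to -0.29 without the batch term, and was -0.82 at the highest with 1 library left out. It reversed to 0.041 in batch 1 alone and was -1.64, past the threshold, in batch 2 alone.

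The median of the envelope list was -0.21 with camera q = 0.034. It was no longer past the threshold without the batch term (-0.50, q = 0.836) and with unshrunken DESeq2 (-0.17, q = 0.0724). The same held with the replicate number as a block (-0.15, q = 0.0742). It reversed in batch 2 alone (0.10, q = 0.0129) and with the gene length correction (0.064, q = 0.514). With 1 library left out it ranged from -0.37 to 0.035 (camera q from 0.00341 to 0.977). The highest value came without siControl batch 1 replicate 1, and without the library labelled siSbsn batch 1 replicate 1 the median was -0.12 (q = 0.296). The median of the consensus list, -0.019, was above 0 without the batch term (0.0013), in batch 1 alone (0.041), in batch 2 alone (0.021) and with the gene length correction (0.096, camera q = 0.00564, fry q = 0.0576), and ranged from -0.053 to 0.069 with 1 library left out. It was above 0 without siControl batch 1 replicate 1 (0.069), siSbsn batch 1 replicate 2 (0.050) and siControl batch 2 replicate 3 (0.050). Its camera q lay between 0.00564 and 0.939 over all alternatives. The median of the ribosomal protein list stayed below 0 with a camera q under 0.05 in every alternative run, between -0.45 and -0.20 with 1 library left out. It was -0.13 with the gene length correction. The fry q of this list was under 0.05 only with the replicate block and the gene length correction together (0.0299).

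The correlation of the log2-fold change with gene length was 0.594 (jackknife standard error 0.170). It was 0.32 with unshrunken DESeq2 and 0.31 without the filter, and both fits take in loci of low counts that the filter removes; the cause was not tested. The gene length correction took it to -0.0013, as it is built to do. With 1 library left out it stayed between 0.44 and 0.64, with the lowest value without siControl batch 1 replicate 1. It was 0.57 in batch 1, 0.46 in batch 2 and 0.47 with the span of the locus as length. It was 0.596 without the 253 loci whose transcript is longer than the counted locus.

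Of the named keratinocyte genes, *Krt1* and *Krt10* reversed in batch 2 alone (-0.79 and -0.37) and ranged from -0.40 to 0.77 and from -0.29 to 0.33 with 1 library left out, below 0 without the library labelled siSbsn batch 1 replicate 1 (-0.40 and -0.29) and without siControl batch 1 replicate 2 (-0.085 and -0.026). *Krt5*, *Ivl* and *Lor* reversed with the gene length correction (0.043, 0.070 and 0.072), and *Ivl* and *Lor* in batch 2 alone (0.062 and 0.11). With 1 library left out they ranged from -0.20 to 0.032, from -0.21 to 0.019 and from -0.26 to 0.14, each above 0 without siControl batch 1 replicate 1, and *Lor* also without siSbsn batch 1 replicate 2 (0.068). *Tgm1* reversed in batch 1 alone (-0.14) and without the batch term (-0.032), and ranged from -0.030 to 0.15, below 0 without siControl batch 1 replicate 2 (-0.030) and without siControl batch 2 replicate 2 (-0.018). The cause of these reversals was not tested. None of these 6 genes passed the threshold in any of the fits.

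The interaction of batch and treatment called 0 loci with edgeR (1945 at an unadjusted p under 0.05), also with DESeq2's size factors and the gene length correction, and 166 with DESeq2. With 1 library left out it called from 0 to 4905, with 4905 without siControl batch 1 replicate 2 and 435 without siSbsn batch 1 replicate 2. siControl against no siRNA in batch 1 called 0 loci with edgeR (2116 at an unadjusted p under 0.05), 25 with DESeq2, all lower in siControl, and 815 without the filter on low counts. With 1 library left out it called from 0 to 5815, with 152 without no siRNA batch 1 replicate 2 and 5815 without siControl batch 1 replicate 2. In these fits the arm with 1 library is assumed to vary like the other groups, and the cause of the jumps was not tested. An earlier model with an additive batch term, replaced after its output had been seen, called no loci in the fits of siControl against no siRNA.

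In batch 1 the replicate numbers 1 and 2 are shared by the 3 conditions, and in batch 2 the siControl numbers 1 to 3 and the siSbsn numbers 4 to 6 are not shared. The deviations of number 1 from its condition's mean correlated across loci by 0.387 between no siRNA and siControl, 0.818 between no siRNA and siSbsn and 0.469 between siControl and siSbsn. Number 1 also lay above number 2 on the first principal component in every condition. The values were 40.8 and 10.9 without siRNA, 60.1 and 22.3 in siControl, and 50.3 and 19.8 in siSbsn. Neither the paper nor the labels say that a number marks a shared animal, litter or day, and each comparison has only 2 numbers. In the main fit the libraries were therefore taken to share only a number, and a shared source stays open. With the replicate number as a block, edgeR called 0 genes (4100 loci at an unadjusted p under 0.05), the median of the envelope list was -0.15 (camera q = 0.0742) and that of the ribosomal protein list -0.35. For siControl against no siRNA the block called 0 loci, with 4512 at an unadjusted p under 0.05. With the block and the gene length correction together, 0 genes were called (3363), and the envelope median was 0.045 (camera q = 0.717). In that fit the consensus median was 0.096 (camera q = 0.0145 and fry q = 0.0299, both upward). The length correlation was 0.0011, and *Krt5*, *Ivl* and *Lor* were at 0.045, 0.069 and 0.056.

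The number of libraries in batch 1 limits the comparisons in it.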

Differences from the paper's values

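The paper gives 326 up-regulated genes in *Sbsn* knockdown cultures, and edgeR's quasi-likelihood test called 0, with 2464 loci at an unadjusted p under 0.05. The paper gives 161 down-regulated genes, and the same test called 0. None of the alternatives set before the data were examined came within 1.5 times of either count. The nearest were unshrunken DESeq2, with 50 up-regulated and 42 down-regulated genes, and DESeq2 with the beta prior, with 40 and 38. limma-voom called 0, with 2508 loci at an unadjusted p under 0.05. DESeq2 on all 12 libraries, chosen after seeing the values, called 50 and 36, and 34 and 36 with the beta prior. Of the 401 rows of Table S3 at hand, 399 were tested here, and all 399 had the paper's sign. Unshrunken DESeq2 called 84 of the rows at hand, and DESeq2 with the beta prior called 74. This is not independent evidence, because the study chose these genes from its own libraries, and the other rows of Table S3 were not compared.

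The paper lists 8 cornified envelope genes as down-regulated in Table S4, and edgeR called 0 of these 8. The alternatives set before the data were examined that called any of them were DESeq2 with and without the beta prior, with 2 genes, *Lce1h* and *Sprr2e*, and every such alternative stayed under the paper's count. DESeq2 on all 12 libraries, chosen after seeing the values, also called these 2 and dropped the other 6. With edgeR over the 10 libraries of both batches, the log2-fold changes of the 8 genes differed from those the paper gives in Table S3 by less than the paper's standard error. Over both batches, alternatives set before the data were examined differed by more than the larger of the paper's standard error and the one found here for *Cnfn*, *Lce1g*, *Lce3c*, *Lce3d* and *Lce3e* with the gene length correction, for these and *Sprr2d* and *Sprr2e* with the replicate block and the gene length correction together, for *Sprr2d* and *Sprr2e* with limma-voom, and for *Lce1h* with DESeq2's beta prior. They also did so for *Cnfn* and *Lce3c* without siControl batch 1 replicate 1, for *Lce1h* without siControl batch 2 replicate 1, and for *Lce1h* and *Sprr2e* without siControl batch 2 replicate 2 or siSbsn batch 2 replicate 5. In batch 1 alone all 8 did, and in batch 2 alone all except *Lce1h* and *Sprr2e*. For *Cnfn* the paper's value is -0.57 and the value here -0.57, and for *Lce1h* the paper's value is -1.07 and the value here -1.25.

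The paper states that the cornified envelope term was enriched among the down-regulated genes. With a list of envelope precursor genes in place of the GO term, edgeR called no down-regulated genes to test. For DESeq2 with the beta prior, Fisher's exact test gave p = 0.276 against a natural log-odds-ratio of 2 and p = 0.111 against an odds ratio of 4. Against an odds ratio of 1 Fisher's exact test gave p = 0.00926, and p = 0.0121 for unshrunken DESeq2.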

Other observations

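The tests of the siControl libraries of batch 1 against the libraries without siRNA, of exchanged labels, of library size and of the baseMean column were chosen only after the results were seen, as was the standard error used in the test of gene length bias.

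The number of genes called was compared with that of other splits of the same 10 libraries into groups of 5. With edgeR all 100 of 100 splits gave as many called genes as the real one, since it called 0. For loci at an unadjusted p under 0.05, 4 of 100 splits gave 2464 or more, the real one included, so chance was excluded at 5%. The other 3 splits put 1 library of batch 1 in one group and 3 in the other. Of the 49 drawn splits that keep the batches balanced, the real one alone reached this number, and the next had 1999. With DESeq2, 1 of 50 splits, the real one, gave 92 or more called genes, so chance was excluded there too. For *Sbsn* called in batch 2 alone, 1 of 10 splits gave a called gene, the real one, and 10 splits cannot give a share under 0.05, so this count decides nothing about *Sbsn* in either direction.

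For the envelope and consensus lists chance was not excluded. A median as far from 0 was reached by 45 of 100 splits for the envelope list and by 88 of 100 for the consensus list, and by 24 and 42 of the 49 balanced splits. For the ribosomal protein list 7 of 100 splits reached it, so chance was not excluded at 5% over all splits drawn, but the other 6 put 1 library of batch 1 in one group and 3 in the other. Of the 49 balanced splits the real one alone reached the value of this list, with the next at 0.371, so the result for this list rests on which splits are counted.

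The log2-fold change of siSbsn against siControl rose with gene length, with a Spearman correlation across 12551 loci of 0.594, and loci are not independent replicates. Other splits reached a correlation as far from 0 in 18 of 100 cases, so chance was not excluded, and in 8 of 49 balanced splits, the real one included. The sign was the same in both batches. An effect of the siSbsn treatment on genes by length therefore cannot be told apart from chance differences between libraries, because other groupings of the same libraries give trends as large. Set against the other libraries of its batch, the most negative trends with length were in siControl batch 1 replicate 1 (-0.674) and siControl batch 2 replicate 3 (-0.645).

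The envelope list had a lower median than 10000 random lists matched on mean expression (-0.21 against a random median of -0.00058). Matched on length and mean expression, its median lay at the percentile 64.46 of the random lists, whose middle 95% ran from -0.31 to -0.13. With the trend on length removed the median was 0.064, with a bootstrap standard error of 0.062, so it lay just over 1 standard error from 0, on the positive side. The test had asked for a value within 1 standard error without naming which, and gene length bias cannot be told apart from other causes by it, although the percentile goes with it. GC content does not carry the shift, since matched on GC content and mean expression the median lay at the percentile 0.04. The members named in advance as long (*Evpl*, *Ppl*, *Dsp*, *Scel* and *Flg*) had a median of 0.66, and 5 of 5 were above 0, while the other 43 had a median of -0.32, and 35 of them were below 0. The transcript of *Scel* has 2443 bases, while its locus spans 100006. The longest transcript of *Flg* has 14497 bases, while its counted locus spans only 2746. So *Scel* is not long by transcript, *Flg* is not long by counted locus, and no single measure makes both short. *Scel* and *Flg* had the largest rises of the 5, at 0.77 and 1.13. The other 3, *Evpl*, *Ppl* and *Dsp*, were at 0.15, 0.45 and 0.66. A candidate explanation for this part is a trend on length that moves long and short members apart. Whether it covers the rises of *Scel* and *Flg* depends on the measure of length, so these 2 genes do not decide it. The ribosomal protein list stayed below all 10000 lists matched on length and mean expression, so length does not account for its whole shift by this test. The consensus list lay at the percentile 99.43 of its matched lists, above the middle 95%. A role of *Sbsn* in the envelope genes stays open.

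In batch 1 the envelope list had a median of -0.65 in siSbsn against siControl, 0.83 in siControl against no siRNA and 0.066 in siSbsn against no siRNA (jackknife standard errors 0.602, 0.558 and 0.170). All 8 genes of Table S4 were higher in siControl than without siRNA, by 0.82 to 1.43 on the log2 scale, with q = 0.308 for each from edgeR. In siSbsn against no siRNA they ranged from -0.54 to -0.048, with q = 1 for each. The values are consistent with siControl libraries of batch 1 that are higher than the no siRNA libraries, although for the list it rests on siControl batch 1 replicate 1, without which the median was 0.19 in siControl against no siRNA and -0.11 in siSbsn against siControl. In this library the list lay 0.91 above the other libraries of its batch, and in siControl batch 1 replicate 2 it lay at -0.011. For the 8 genes of Table S4, which the study chose, it does not rest on that library alone, since siControl batch 1 replicate 2 also lay above both siSbsn libraries and both libraries without siRNA of batch 1 for each of them, with *Cnfn* at 1204 CPM against 739 to 829 CPM. An effect of the siSbsn siRNA that returns the genes to the level without siRNA would give the same values and stays open. The paper does not report on the libraries without siRNA. The differences of siSbsn minus siControl and of no siRNA minus siControl in batch 1 correlated across loci by 0.926. Unchanged groups simulated against shared siControl libraries gave 0.479 (0.472 to 0.490 over 20 simulations). For siSbsn minus no siRNA and siControl minus no siRNA the correlation was 0.212, against 0.471 simulated. The simulations drew loci independently, so no simulated library departed from the others across many loci. The siControl libraries enter both differences behind 0.926, so 1 departing siControl library could raise that value without any effect of the siRNA. It was not recomputed without siControl batch 1 replicate 1. The simulated values therefore do not separate a treatment effect from 1 departing library.

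Between the batches, which share no library, the siSbsn effect of batch 2 correlated across loci by 0.546 with that of batch 1, by 0.548 with no siRNA minus siControl of batch 1, and by -0.086 with siSbsn minus no siRNA of batch 1. This is consistent with siControl libraries that depart in both batches. The other 9 splits of batch 2 gave correlations between 0.433 and 0.690 in size with no siRNA minus siControl, so the real split does not stand apart, and a shared axis of variation between libraries, such as the trend on length, may give it without any treatment effect.

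*Sbsn* was not lower in the library labelled siSbsn batch 1 replicate 1, at 1965 CPM. An exchange of its label with that of a siControl library of batch 1 cannot be told apart from the labels as given. The lower siControl library of batch 1, replicate 1, was at 1189 CPM, above siSbsn batch 1 replicate 2 at 696 CPM and near the lower library without siRNA at 1231 CPM, which goes against an exchange. With the labels of the 2 libraries numbered 1 exchanged, siSbsn would be at 1189 and 696 CPM and siControl at 1965 and 1356 CPM, every siSbsn library below every siControl library, and with 2 libraries of each condition this keeps the exchange open. Library size is argued against, since its total count of 34745855 lies within the range of the other libraries. A failed transfection of this culture and a single wrong label stay open and were not tested, and directions drawn from this library carry that doubt.

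The baseMean column of Table S3, of which 401 of the 487 rows were at hand, was compared with mean normalized counts over each of the 4083 subsets of 2 to 12 libraries. The smallest SD of the log2 ratio was 0.254, for a subset of 6 libraries, so no subset of these libraries gave the column to within 0.05.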
